# A Wnt10a-Notch signaling axis controls Hertwig’s epithelial root sheath cell behaviors during root furcation patterning

**DOI:** 10.1038/s41368-024-00288-x

**Published:** 2024-03-13

**Authors:** Kai Sun, Miao Yu, Jiayu Wang, Hu Zhao, Haochen Liu, Hailan Feng, Yang Liu, Dong Han

**Keywords:** Cell proliferation, Differentiation

## Abstract

Human with bi-allelic *WNT10A* mutations and epithelial *Wnt10a* knockout mice present enlarged pulp chamber and apical displacement of the root furcation of multi-rooted teeth, known as taurodontism; thus, indicating the critical role of *Wnt10a* in tooth root morphogenesis. However, the endogenous mechanism by which epithelial *Wnt10a* regulates Hertwig’s epithelial root sheath (HERS) cellular behaviors and contributes to root furcation patterning remains unclear. In this study, we found that HERS in the presumptive root furcating region failed to elongate at an appropriate horizontal level in *K14-Cre;Wnt10a*^*fl/fl*^ mice from post-natal day 0.5 (PN0.5) to PN4.5. EdU assays and immunofluorescent staining of cyclin D1 revealed significantly decreased proliferation activity of inner enamel epithelial (IEE) cells of HERS in *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5 and PN3.5. Immunofluorescent staining of E-Cadherin and acetyl-α-Tubulin demonstrated that the IEE cells of HERS tended to divide perpendicularly to the horizontal plane, which impaired the horizontal extension of HERS in the presumptive root furcating region of *K14-Cre;Wnt10a*^*fl/fl*^ mice. RNA-seq and immunofluorescence showed that the expressions of Jag1 and Notch2 were downregulated in IEE cells of HERS in *K14-Cre;Wnt10a*^*fl/fl*^ mice. Furthermore, after activation of Notch signaling in *K14-Cre;Wnt10a*^*fl/fl*^ molars by Notch2 adenovirus and kidney capsule grafts, the root furcation defect was partially rescued. Taken together, our study demonstrates that an epithelial Wnt10a-Notch signaling axis is crucial for modulating HERS cell proper proliferation and horizontal-oriented division during tooth root furcation morphogenesis.

## Introduction

The tooth root is the part of the tooth that is embedded in the jawbone and provides structural support and stability.^1^ Multirooted teeth provide stronger anchorage and better resistance of chewing and biting forces than single-rooted teeth.^2^ Tooth root patterning, which commences after the completion of crown formation, depends on crucial interactions between dental epithelial and mesenchymal cells.^3^ So far, a series of signals from dental mesenchyme cells, including GLI family zinc finger 1 (GLI1), nuclear factor I C (NFIC), fibroblast growth factors (FGFs), transforming growth factor-β (TGF-β), and bone morphogenetic proteins (BMPs) have been identified as key regulatory factors in tooth root formation.^3–7^ By contrast, although some epithelial signals such as sonic hedgehog (SHH), ectodysplasin A (EDA) and interferon regulatory factor 6 (IRF6), have been proved to regulate tooth root development, the specific roles of molecules expressed in the dental epithelium and their related signaling networks involved in root patterning remain largely unknown.^3,8,9^

The Hertwig’s epithelial root sheath (HERS) is a critical structure that guides tooth root patterning.^10,11^ HERS is derived from the apical extension of the cervical loop in the enamel organ at the beginning of root development and consists of two cell layers; the inner and outer enamel epithelium (IEE and OEE, respectively).^12^ The boundaries between the HERS and the crown epithelium can be demarcated based on two principles: the dental epithelium cells in HERS are cuboidal in shape, and the dental papilla mesenchyme adjacent to the newly formed HERS has not yet differentiate into odontoblasts.^3,13^ Directional horizontal elongation of the HERS determines the shape and position of the furcation in multirooted teeth.^14^ Failure of HERS elongation at the proper horizontal level can lead to taurodontism, which is characterized by the absence of or apically located pulp floor and pulp chamber enlargement.^15^ The defective phenotypes of root furcation have been investigated in mutant animal models; however, studies have been limited to morphological investigations.^8,9,16,17^ The precise cellular and molecular mechanisms of root furcation defects have not been systematically elucidated.

*Wnt10a* (wingless-type MMTV integration site family, member 10 A), a ligand in canonical Wnt signaling, plays a critical role in regulating tooth development.^18^ In the early stage of tooth development, *Wnt10a* is first expressed in dental placode and later in primary enamel knot, and is speculated to function in tooth development initiation and crown patterning.^19,20^ Then, the expression of *Wnt10a* starts to shift from secondary enamel knot to the underlying mesenchymal cells at early bell stage.^20^ During post-natal stage, *Wnt10a* expresses in odontoblast cell layer and functions as a key molecule for dentinogenesis during tooth root development.^20^ Noteworthily, although the epithelial *Wnt10a* signal is comparatively weaker than that in adjacent odontoblasts, we previously suggested that epithelial knockout of *Wnt10a* caused taurodontism in mice, and that epithelial *Wnt10a* might regulate the well-organized proliferation of dental mesenchymal cells in the presumptive root furcating region and be a key factor in root furcation patterning.^18^ These data indicate the critical role of epithelial *Wnt10a* in tooth root furcation patterning.

The Notch signaling pathway is evolutionarily conserved and is involved in the development of multiple organs.^21–24^ In addition, it is involved in the regulation of tooth shape patterning.^23^ Notch signaling depression in mice results in differential Bmp4 expression and apoptosis in the enamel knot, which leads to crown shape malformation, typically by additional cusp formation.^23^ Membrane receptors of Notch signaling, Notch1 and Notch2, are expressed in the mouse embryonic cervical loop on day 19 (E19), shortly before root development begins.^25^ In addition, Notch signaling ligands, Jagged1 (Jag1) and Jagged2 (Jag2), are expressed in IEE cells during the root development stage of postnatal molars.^25^ However, the molecular mechanism by which Notch signaling coordinate with epithelial *Wnt10a* in regulating HERS cellular behaviors and root furcation patterning remains unclear.

Therefore, In the present study, we systematically analyzed the histological defects of HERS as well as alterations in the behaviors of IEE and OEE cells in the presumptive root furcating region of *K14-Cre;Wnt10a*^*fl/fl*^ mice during the early stage of postnatal tooth furcation development, in order to elucidate the functional significance of epithelial *Wnt10a* in modulating HERS cell behaviors during root furcation morphogenesis.

## Results

### Ablation of epithelial *Wnt10a* impaired the horizontal elongation of HERS cells

To observe the initial time point of root furcation development, we performed H&E staining on coronal sections of the first mandibular molars from PN0.5 to PN4.5 *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice. Specifically, we analyzed the horizontal distance between the buccal and lingual sides of the cervical loop (or HERS) as well as the elongation direction of lingual cervical loop (or HERS) within the presumptive root furcating region. At PN0.5, no significant difference was observed regarding to the elongation direction of cervical loop between the two groups, but the buccal-lingual distance was mildly larger in *K14-Cre;Wnt10a*^*fl/fl*^ mice (Fig. 1a-b, a’-b’, j, k). Noteworthily, at PN2.5, the HERS with bilayered structure started to be observed at the anterior end of cervical loop in *Wnt10a*^*fl/fl*^ mice (Fig. 1c, c’). These results indicate that PN2.5 is the initial time point of HERS formation during root furcation development. Meanwhile, PN2.5 *K14-Cre;Wnt10a*^*fl/fl*^ mice showed significant increased angle between HERS elongation and the horizontal plane, as well as larger buccal-lingual HERS distance (Fig. 1d, d’, j, k). At PN3.5 and PN4.5, the buccal-lingual HERS distance was significantly longer in *K14-Cre;Wnt10a*^*fl/fl*^ mice than which of *Wnt10a*^*fl/fl*^ mice (Fig. 1e–h, e’–h’, k). Moreover, the angle between HERS elongation direction and the horizontal plane was <10° in *Wnt10a*^*fl/fl*^ mice (Fig. 1e’, g’, j). In contrast, in *K14-Cre;Wnt10a*^*fl/fl*^ mice, the deficiency of epithelial *Wnt10a* significantly increased the angle between the HERS elongation direction and the horizontal plane to >20°(Fig. 1f’, h’, j), and resulted in HERS vertical elongation. These results demonstrate that ablation of epithelial *Wnt10a* impaired the horizontal elongation of HERS cells.

**Fig. 1:**
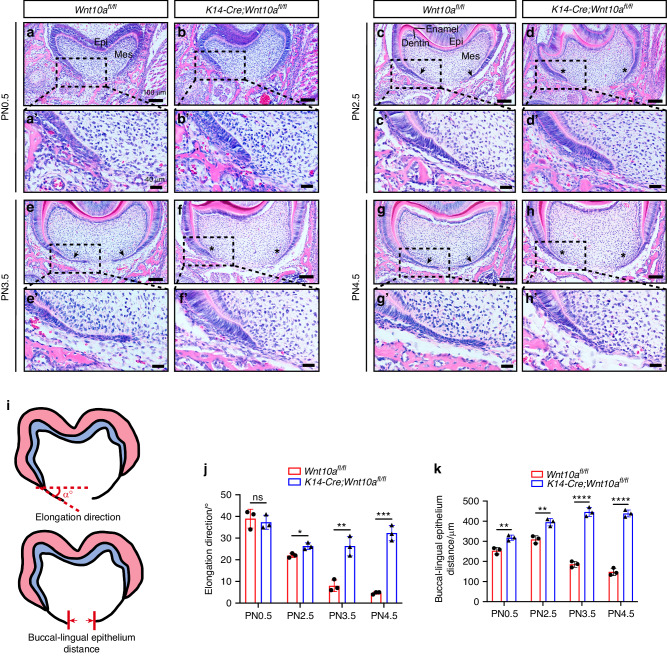
Comparison of tooth furcation histology during early stage postnatal root development of the mandibular first molar. **a**–**h** Coronal images of H&E-stained mandibular first molars (M1) from *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN0.5, PN2.5, PN3.5, and PN4.5. Black arrows indicate HERS formation in *Wnt10a*^*fl/fl*^ mice, and black asterisks indicate developmental failure of the furcation region in *K14-Cre;Wnt10a*^*fl/fl*^ mice. Epi, epithelium; Mes, mesenchyme. Scale bars: 100 μm. **a’**–**h’** Higher magnifications of the lingual furcation region. Scale bars: 40 μm. **i** Schematic diagrams of measuring methods of the elongation direction and the buccal-lingual epithelium distance. **j**, **k** Bar graphs depicting HERS elongation direction (**j**), and buccal-lingual distance (**k**) in *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice. *n* = 3 per group. Data are presented as mean ± SD. ns not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

### Ablation of epithelial *Wnt10a* inhibited the proliferation activity of IEE cells in HERS

To investigate the cellular mechanism responsible for the root furcation defect in *K14-Cre;Wnt10a*^*fl/fl*^ mice, we used the 5-ethynyl-2′-deoxyuridine (EdU) proliferation assay, immunofluorescence of cyclin D1, and terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) assay to detect the proliferation and apoptosis of HERS cells in the presumptive root furcating region (Fig. 2a–d, a’–d’, i; Supplementary Fig. 2). Quantitative analysis using EdU- and DAPI-stained nuclei revealed that the proliferation of IEE cells in HERS was significantly decreased in *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5 and PN3.5 (Fig. 2i); however, no significant difference of the proliferation of OEE cells in HERS was observed at these stages (Fig. 2i). Consistent with the EdU proliferation assay, the expression of cyclin D1 was also significantly reduced in IEE cells of HERS in *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5 and PN3.5 (Fig. 2e–h, e’–h’, j); but no significant difference of the expression of cyclin D1 was observed in OEE cells at these stages (Fig. 2j). In addition, no apoptotic signals were detected in HERS cells of the presumptive root furcating region in each group (Supplementary Fig. 2). These results demonstrated that epithelial *Wnt10a* knockout impairs the proliferative activity of IEE cells in HERS during root furcation development.

**Fig. 2:**
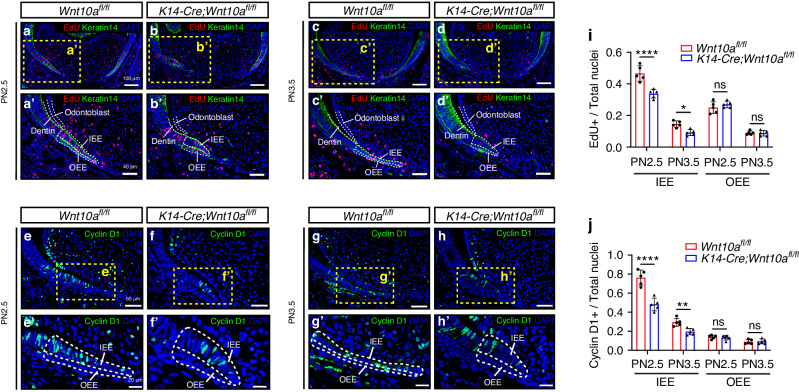
Decreased proliferation activity and cyclin D1 expression in dental epithelial cells of *K14-Cre;Wnt10a*^*fl/fl*^ mice. **a–d** Co-localization of anti-Keratin14 (green), EdU (red), and DAPI (blue) shows the proliferation activity of dental epithelial cells in the lingual root furcation region of M1 from *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5 and PN3.5. Scale bars: 100 μm. **a’–d’** Higher magnification of the yellow dashed boxes in (**a**–**d**). White dashed lines outline IEE and OEE cells in the root furcation region used for quantitative analysis. Scale bars: 40 μm. **e**–**h** Co-localization of anti-cyclin D1 (green) and DAPI (blue) shows cyclin D1 expression in IEE and OEE cells within the root furcation region of M1 from *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5 and PN3.5. Scale bar: 50 μm. **e’**–**h’** Higher magnifications of the yellow dashed boxes in (**e**–**h**). White dashed lines outline IEE and OEE cells in the root furcation region used for quantitative analysis. Scale bars: 20 μm. **i** Ratios of EdU^+^/ DAPI^+^ cells representing IEE or OEE cell proliferation rates. *n* = 5 per group. **j** Ratios of cyclin D1^+^/ DAPI^+^ cells representing cyclin D1 expression in IEE or OEE cells. *n* = 5 per group. Data are presented as mean ± SD. ns not significant, *P < 0.05, **P < 0.01, ****P < 0.000 1

### Ablation of epithelial *Wnt10a* resulted in vertically oriented division of IEE cells in HERS

The orientation of cell division is an important cellular behavior that determines the direction of cell growth and tissue morphogenesis.^26^ The long-axis of a cell can predict the orientation of cell division based on the long-axis rule introduced by Oscar Hertwig in 1884.^27^ Therefore, we used super-resolution microscopy to observe the direction of cell division in lingual HERS cells in presumptive root furcating region. E-cadherin staining (Fig. 3a–d) and outlines of IEE and OEE cells (Fig. 3b’, d’) showed the profile of IEE and OEE cells more clearly. Analysis of the cell long-axis showed that ~80% of IEE cells in presumptive root furcating region had a minor angle (<36°) between the cell long-axis and the horizontal plane at PN2.5 *Wnt10a*^*fl/fl*^ mice (Fig. 3e, f, m). In contrast, at PN2.5 *K14-Cre;Wnt10a*^*fl/fl*^ mice, over 70% of the IEE cells in presumptive root furcating region had an angle >54° (Fig. 3e, f, m), implying a vertical tendency of IEE cell division. Analysis of cell shape showed that in the furcation region of *K14-Cre;Wnt10a*^*fl/fl*^ mice, the aspect ratio (major axis length versus minor axis length) of IEE cells in the HERS was larger, indicating the IEE cells were columnar-shaped rather than oval-shaped in *Wnt10a*^*fl/fl*^ mice (Fig. 3n). Furthermore, through immunofluorescence staining of acetyl-α-Tubulin, a known mitotic spindle marker used to observe cell mitosis, we determined the cell division direction of IEE cells (Fig. 3g–j, h’, j’). Analysis of the mitotic spindle orientation showed that the angle between the direction of cell division of IEE cells and the horizontal plane in *Wnt10a*^*fl/fl*^ mice was significantly smaller than that in *K14-Cre;Wnt10a*^*fl/fl*^ mice in presumptive root furcating region at PN2.5 (Fig. 3k, l, o). These results confirmed that the ablation of epithelial *Wnt10a* resulted in a vertically oriented tendency of IEE cell mitosis at the initial time point of HERS formation during root furcation development, which impaired the horizontal elongation of HERS.

**Fig. 3:**
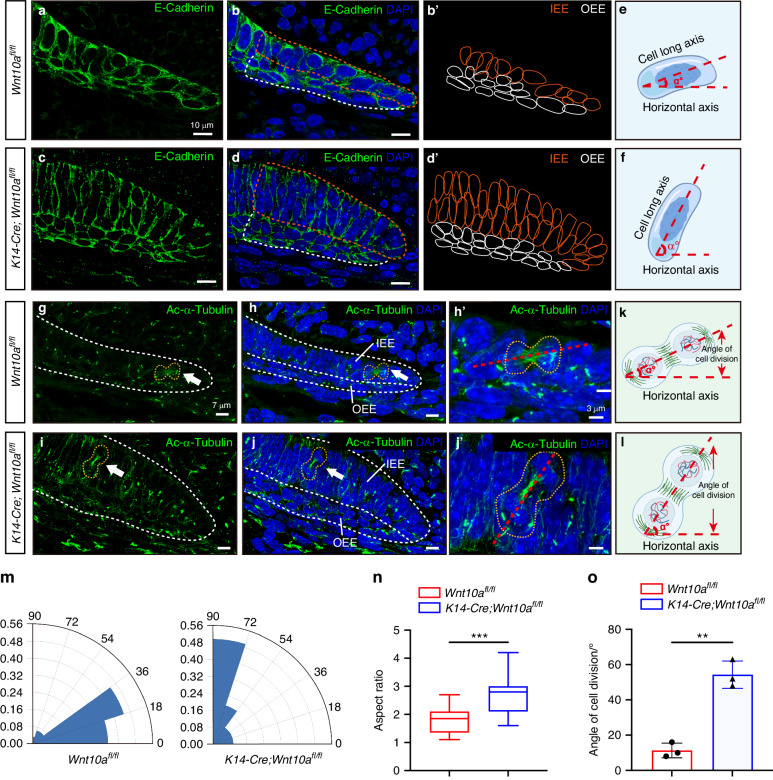
Altered cell long axis and misoriented cell division of IEE cells in *K14-Cre;Wnt10a*^*fl/fl*^ mice. **a**–**d** Co-localization of anti-E-cadherin (green) and DAPI (blue) shows the morphology of HERS cells in the lingual side of the root furcation region of M1 from *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5. Orange and white dashed lines outline the IEE and OEE cells, respectively. Scale bars: 10 μm. **b’**, **d’** Diagrams of IEE and OEE cell shapes in M1 from *Wnt10a*^*fl/fl*^ (**b’**) and *K14-Cre;Wnt10a*^*fl/fl*^ mice (**d’**), based on the staining results in (**a**–**d**). **e**, **f** Schematic diagrams of α angle measurement between cell long and horizontal axes. **g**–**j** Co-localization of anti-Ac-α-Tubulin (green) and DAPI (blue) shows IEE cell division direction in the root furcation region of M1 from *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5. White dashed lines outline the IEE and OEE cells. The orange dashed lines outline the dividing IEE cells. Scale bars: 7 μm. **h’**, **j’** Higher magnifications of the cells marked by orange dashed lines in (**h**) and (**j**). Red dashed lines indicate the division direction. Scale bars: 3 μm. **k**, **l** Schematic diagrams of the α angle between the direction of cell division and the measured horizontal axis. **m** Radial histogram quantification of the α angle between the cell long and horizontal axes based on (**b’**, **d’**). **n** Quantification of the aspect ratio of IEE cells in (**b’**, **d’**). **o** Quantification analysis of the α angle based on (**h’**, **j’**). *n* = 3 per group. Data are presented as mean ± SD. ns not significant, **P < 0.01, ***P < 0.001

### Ablation of epithelial *Wnt10a* suppressed Notch signaling in IEE cells

As PN2.5 is an essential stage for initiating HERS formation, critical downstream molecules that control furcation patterning may begin to be expressed at this point. Therefore, we performed RNA-seq analysis of epithelial tissue from the mandibular first molars of *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5. 

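RNA-seq was performed on 6 libraries of M1 dental epithelium at PN2.5, 3 from *Wnt10a* fl/fl mice (control) and 3 from *K14-Cre;Wnt10a* fl/fl mice (cKO), in which Cre recombinase driven by the keratin 14 promoter deletes the floxed *Wnt10a* gene in epithelial cells. Each library was made from a pool of dental epithelium, of 5 molars according to the paper's methods and of 4 according to the design text deposited with the series. The authors trimmed the reads, aligned them with HISAT2, estimated gene abundance with RSEM and deposited 1 value for each of 55487 genes in each library. These values are TPM, since each library sums to between 983952 and 993946, whereas the methods name FPKM. TPM do not keep the sequencing depth, so the depth of each library is unknown and no counting error can be given. Between 20722 and 23203 genes were above 0 in the control libraries and between 20185 and 23036 in the cKO libraries. The enamel matrix gene *Amelx* alone took 16.5% to 20.6% of the TPM of a control library and 8.65% to 18.1% of a cKO library. The 13719 genes with a mean of at least 1 TPM were tested with limma on log2(TPM + 1), a scale that understates the change of low genes. *Wnt10a* lies on chromosome 1 of GRCm38 from 74791516 to 74804179 and has 4 exons. Its level was 56.0, 51.2 and 57.9 TPM in the control libraries and 22.7, 21.8 and 32.2 TPM in the cKO libraries, so that every cKO library was below every control library (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). The cKO mean was 46.5% of the control mean, a log2 fold change of -1.10 (standard error 0.19) with an unadjusted p of 0.000653 from limma. The adjusted p of *Wnt10a* was 0.747 over all genes tested. The TPM cover the whole gene and do not separate recombined from intact transcripts. They also do not separate transcripts of epithelial cells from those of odontoblasts, where the paper places stronger *Wnt10a* expression. *Dspp*, listed here as an odontoblast gene, had means of 912 TPM in the control and 680 TPM in the cKO. The share of the *Wnt10a* level that came from other cells was not measured. The replicates carry the same numbers in both groups, and the deviations of same-numbered libraries from their group means had correlations across genes of -0.08, 0.29 and 0.40 for replicates 1, 2 and 3. With the replicate number as a block, the unadjusted p of *Wnt10a* from limma was 0.000232 and its adjusted p was 0.227.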

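Under the criteria of the methods section, an unadjusted p below 0.05 and a difference of more than 20% from the *Wnt10a* fl/fl group, limma called 552 genes, of which 213 were higher and 339 lower in *K14-Cre;Wnt10a* fl/fl mice. If no gene differed between the groups, 686 of the tested genes would be below that p by chance. Of the 552 genes, 425 are annotated as protein-coding, and 470 had no overlap between the groups. Over all tested genes, 9.64% had no such overlap, against 10% by chance. With the replicate number as a block, 1315 genes met the criteria, 408 higher and 907 lower, and they included 549 of the 552. Student's test on the TPM, the test that the statistics section names for the whole paper, called 459 genes. The balance of directions moved with the scaling of the values. Quantile normalization gave 324 higher and 325 lower genes, and rescaling to protein-coding genes without *Amelx* and *Ambn* gave 104 higher and 652 lower. Leaving out each library in turn gave between 204 and 1159 genes, of which between 20.7% and 55.4% were higher. After Benjamini-Hochberg adjustment of the limma p, 2 genes remained below 0.05. They were *Gm26391*, annotated as rRNA, at 155 to 317 TPM in the cKO libraries and listed at 0 in every control library (adjusted p = 0.000137 from limma), and *Gm48274*, at 9.17 to 21.9 TPM in the control libraries and listed at 0 in every cKO library (adjusted p = 0.0489 from limma). The reads of *Gm26391* could be shared with other copies of the 5S rRNA gene. With the block, 4 genes had an adjusted p below 0.05.

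**Figure D1:**
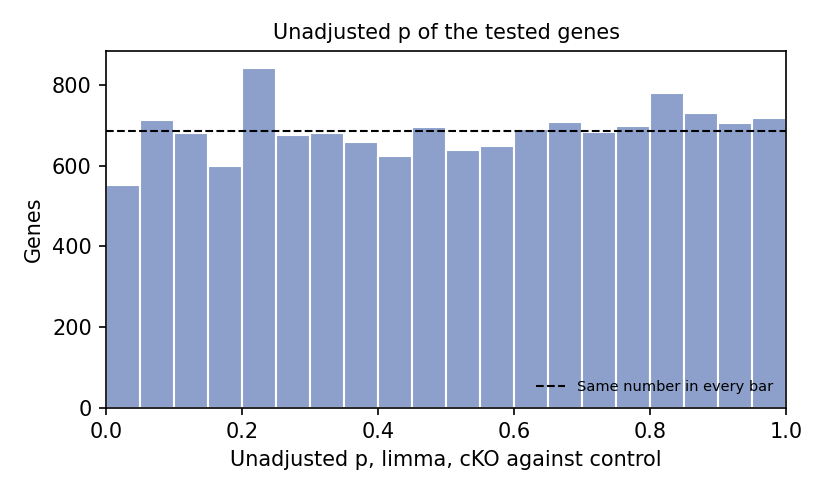
Number of tested genes (vertical axis) in each interval of 0.05 of the unadjusted p from limma without the block (horizontal axis), for cKO against control libraries, 3 in each group. The lowest interval holds 552 genes, and the dashed line marks 686 genes, the same number in every interval.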

First, we identified 284 differentially expressed genes and chose three gene sets, including those involved in the developmental process, growth, and cell population proliferation (Fig. 4a–c). 

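The gene set of the Notch signaling pathway was taken from a list of 50 genes written by hand before the data were examined, since the KEGG and Gene Ontology annotations were not used here. Of these, 45 were among the tested genes, and 4 met the criteria for differential expression, against 1.81 by chance (odds ratio 2.34, one-sided Fisher's exact test, p = 0.106). The 4 genes were *Notch1*, *Notch2*, *Notch3* and *Ctbp2*, all lower in *K14-Cre;Wnt10a* fl/fl mice. *Ctbp2*, which encodes a transcriptional corepressor, had a log2 fold change of -1.16 with an unadjusted p of 0.000247 from limma. With the replicate number as a block, 7 of the 45 genes met the criteria (odds ratio 1.74, one-sided Fisher's exact test, p = 0.135). Counting only the 339 genes that fell gave an odds ratio of 3.88 (one-sided Fisher's exact test, p = 0.0246). With all 55487 listed genes as the background in place of the tested genes, the odds ratio was 8.71 (one-sided Fisher's exact test, p = 0.00155), a background that includes genes that could not be called. With only the 2 genes called by adjusted p, 0 of the 45 genes were called, against 0.00656 by chance, and the odds ratio was 0. As a set, 39 of the 45 genes were lower in cKO, with a mean log2 fold change of -0.23 and a p of 0.000233 from limma's camera test with an inter-gene correlation of 0.01, or 0.00145 with the block. With the inter-gene correlation estimated from the data, camera gave a p of 0.277. After correction of each library for transcript length and GC content, 28 of the 45 genes were lower, with a mean log2 fold change of -0.08 and a p of 0.0316 from limma's camera test, or 0.0581 with the block.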

Using KEGG analysis, we found that the Notch signaling pathway, which has been reported to be involved in tooth morphological development,^25^ was highly enriched in all chosen gene sets (Fig. 4a–c). Notch2 is one of the membrane receptors of Notch signaling and can release its intracellular domain (N2ICD) to activate Notch signaling when bound with Jag1.^28^ 

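In the GENCODE annotation of GRCm38, *Notch2* lies on the forward strand of chromosome 3 from 98013527 to 98150361, and its longest transcript has 34 exons and 10500 bases. *Jag1* lies on the reverse strand of chromosome 2 from 137081456 to 137116644, and its longest transcript has 26 exons and 5612 bases. In the control libraries of M1 dental epithelium at PN2.5, *Notch2* had the highest mean of the 4 Notch receptors, above 15.4 TPM for *Notch1*, 9.86 TPM for *Notch3* and 4.69 TPM for *Notch4*. Among the ligands in the same libraries, *Jag2* had the highest mean, 116 TPM, and *Jag1* the next highest.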

The heatmap and qRT-PCR of core molecules in Notch signaling demonstrated that Notch2 and Jag1 were both significantly downregulated in molar epithelium of PN2.5 *K14-Cre;Wnt10a*^*fl/fl*^ mice (Fig. 4d, e).

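In the RNA-seq libraries, *Notch2* was 71.0 ± 13.2 TPM (SD, n = 3) in *Wnt10a* fl/fl mice and 38.3 ± 8.09 TPM (SD, n = 3) in *K14-Cre;Wnt10a* fl/fl mice, and every cKO library was below every control library (two-sided exact permutation test, p = 0.1). Its log2 fold change was -0.87 (standard error 0.22), with an unadjusted p of 0.00485 from limma and 0.00561 with the replicate number as a block. The Benjamini-Hochberg adjusted p of *Notch2* from limma was 0.0387 over the 8 tested genes of Fig. 4d, 0.0232 with the block, and 1.00 over all genes tested. *Jag1* was 55.0 ± 20.0 TPM (SD, n = 3) in the control and 39.0 ± 1.74 TPM (SD, n = 3) in the cKO. The groups overlapped, since control replicate 3 had 36.6 TPM and the cKO libraries had 37.4, 40.9 and 38.7 TPM (two-sided exact permutation test, p = 0.4). The log2 fold change of *Jag1* was -0.43 (standard error 0.26), with an unadjusted p of 0.147 from limma and 0.0757 with the block. Among the 16 alternative fits, it was past 0.05 only when control replicate 3 was left out, with a log2 fold change of -0.68 and an unadjusted p of 0.0161 from limma, in a fit where the median over all genes was -0.18. *Notch1* and *Notch3* fell by 0.90 and 0.73 on the log2 scale without overlap between the groups, with unadjusted p of 0.0145 and 0.0142 from limma and 0.00871 and 0.00849 with the block. *Notch4*, *Jag2*, *Dll1* and *Dll4* had log2 fold changes of -0.43, -0.41, -0.22 and -0.14, and their groups overlapped. The change of *Jag2* had an unadjusted p of 0.097 from limma and 0.0261 with the block. After correction for transcript length and GC content, the log2 fold change of *Dll4* was 0.037, with an unadjusted p of 0.826 from limma. *Dll3* was at or below 0.11 TPM in every library and was not tested. As a set, the 8 tested genes had a mean log2 fold change of -0.52 and a p of 1e-05 from limma's camera test, or 0.000133 with the block. With the inter-gene correlation estimated from the data, the p of the set was 0.081. Long transcripts were lower in the cKO libraries in general, with a Spearman correlation of -0.51 between transcript length and log2 fold change across 12188 protein-coding genes, which are not independent replicates. After correction for transcript length and GC content, the log2 fold change of *Notch2* was -0.48, with an unadjusted p of 0.0155 from limma and 0.0146 with the block, and that of *Jag1* was -0.21, with an unadjusted p of 0.213 from limma and 0.233 with the block. The mean of the set was then -0.24, with a p of 0.000848 from camera and 0.00313 with the block. The qRT-PCR values of Fig. 4e were not analysed here. From the heatmap and the qRT-PCR, the paper concludes that Notch2 and Jag1 are downregulated in the cKO molar epithelium, and, with the immunofluorescence that follows, it proposes that the loss of both in IEE cells suppresses Notch signaling.

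**Figure D2:**
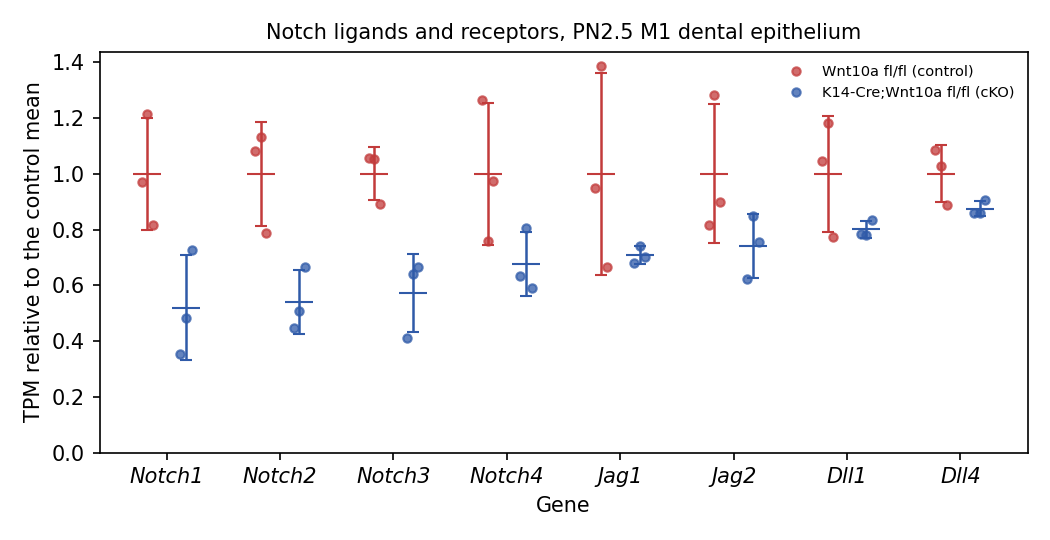
TPM of each of the 8 tested genes (horizontal axis) relative to its control mean (vertical axis), with a point per library and the mean ± SD of 3 control and 3 cKO libraries. The groups do not overlap for *Notch1*, *Notch2* and *Notch3*, and control replicate 3 lies below the cKO libraries for *Jag1*.

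**Figure D3:**
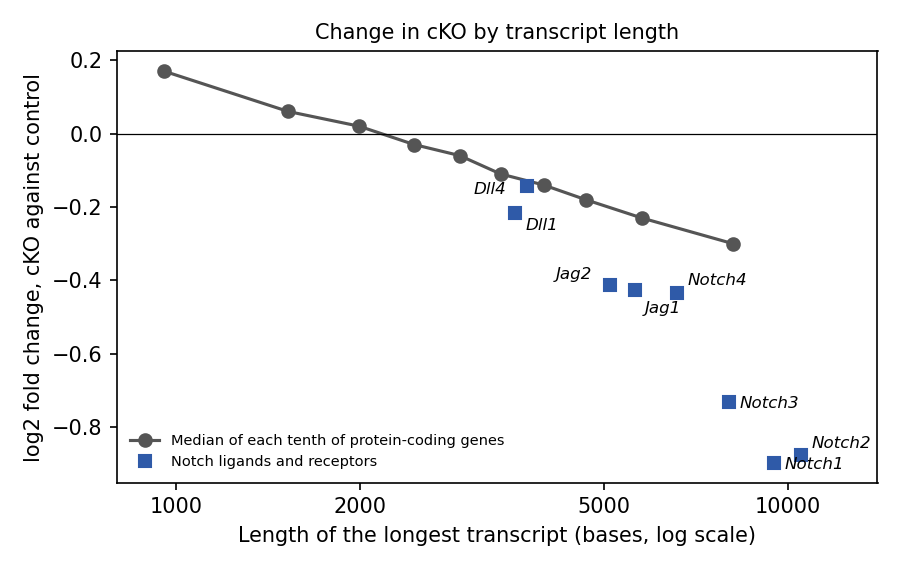
Log2 fold change in cKO against control (vertical axis) by length of the longest transcript in bases (horizontal axis, log scale). Circles are the medians of 10 equal groups of protein-coding genes ordered by length, from 0.17 in the shortest to -0.30 in the longest, and squares are the 8 tested Notch genes.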

**Fig. 4:**
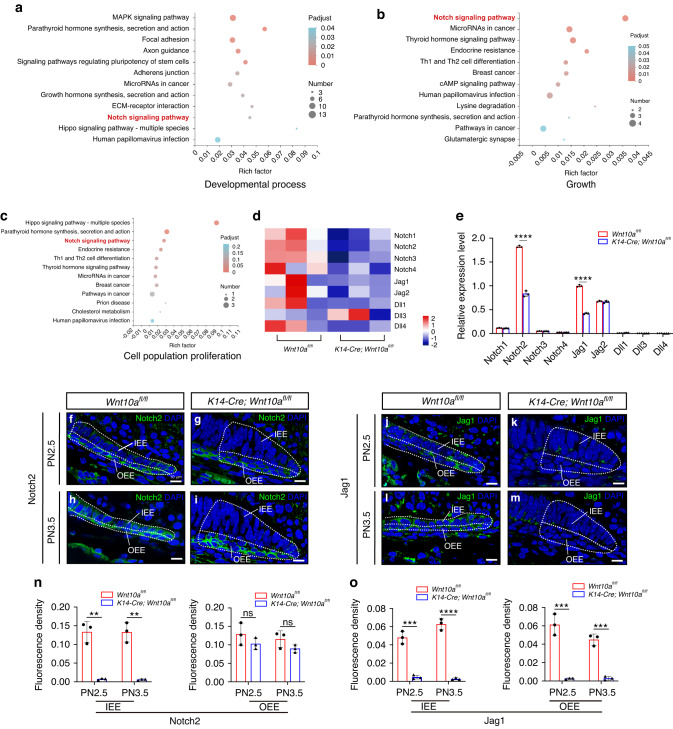
Loss of epithelial *Wnt10a* compromises Notch signaling in IEE cells. **a**–**c** Bubble maps of the KEGG pathway enrichment analysis for differentially expressed gene sets, including developmental process, growth, and cell population proliferation. The size of the bubbles represents the number of differentially expressed genes, and the color shade depends on the adjusted *P*-value of each term. Bold red font indicates the Notch signaling pathway. **d** Heatmap showing the relative expression levels of critical ligands and receptors in the Notch signaling pathway of the M1 dental epithelium from *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5. **e** RT-qPCR results for critical ligands and receptors in the Notch signaling pathway in the M1 dental epithelium of *Wnt10a*^*fl/fl*^ and *K14-Cre;Wnt10a*^*fl/fl*^ mice at PN2.5. Jag1 expression in *Wnt10a*^*fl/fl*^ samples was set to 1. *n* = 3 per group. **f–i** Super-resolution imaging analysis of Notch2 expression patterns in dental epithelium within the lingual furcation region at PN2.5 and PN3.5. White dashed lines outline IEE and OEE cells in the root furcation region. Scale bars: 10μm. **j**–**m** Super-resolution imaging analysis of Jag1 expression patterns in dental epithelium within the lingual furcation region at PN2.5 and PN3.5. White dashed lines outline IEE and OEE cells in the root furcation region. Scale bars: 10 μm. **n**, **o** Fluorescence density analysis of Notch2 (**n**) and Jag1 (**o**) in IEE or OEE cells in (**f**–**m**). *n* = 3 per group. Data are presented as mean ± SD. ns not significant, **P < 0.01, ***P < 0.001, ****P < 0.000 1

Subsequently, we employed immunofluorescence staining to detect the expression patterns of Notch2 and Jag1 in vivo. Notch2 was expressed in both OEE and IEE cells of *Wnt10a*^*fl/fl*^ mice in HERS within presumptive root furcating region at PN2.5 and PN3.5 (Fig. 4f, h), whereas it was only observed in OEE cells when epithelial *Wnt10a* was ablated (Fig. 4g, i). Fluorescence density analysis showed that Notch2 expression significantly decreased in IEE cells of *K14-Cre;Wnt10a*^*fl/fl*^ mice, whereas there was no statistically significant difference in OEE cells between the two groups (Fig. 4n). Moreover, Jag1 was expressed in IEE and OEE cells of *Wnt10a*^*fl/fl*^ mice in HERS within presumptive root furcating region at PN2.5 and PN3.5 (Fig. 4j, l), but it was not detected in HERS cells of *K14-Cre;Wnt10a*^*fl/fl*^ mice (Fig. 4k, m). Fluorescence density analysis showed that Jag1 expression significantly decreased in both IEE and OEE cells of *K14-Cre;Wnt10a*^*fl/fl*^ mice (Fig. 4o). These results indicate that epithelial deletion of *Wnt10a* results in decreased Notch2 and Jag1 expression in HERS IEE cells, which might suppress the Notch signaling transduction.

### Overexpression of Notch2 partially rescued root furcation defects of *K14-cre;Wnt10a*^*fl/fl*^ mice

To further test whether epithelial Notch signaling acts as a downstream target of *Wnt10a* in root furcation patterning, in vivo rescue experiments were performed using adenovirus-mediated Notch2 overexpression in PN0.5 mandibular first molars. After 24 h of adenovirus infection, fluorescence microscopy detected strong EGFP signals in dental epithelium within the cervical part of PN0.5 mandibular first molars (Supplementary Fig. 3a–d, f). In addition, western blot analysis showed that, when compared with the Ad-Control group, N2ICD expression was upregulated fivefold in Ad-N2ICD-Over group (Supplementary Fig. 3e), indicating that adenovirus infection and Notch2 overexpression were successful in PN0.5 mandibular first molars.

After 3 weeks of growth under the kidney capsule, micro-computed tomography (micro-CT) showed that the Ad-Control-infected and Notch2 overexpressed *Wnt10a*^*fl/fl*^ mandibular first molars were all well developed with a normal root furcation shape (Fig. 5a, d–f; Supplementary Fig. 4). In contrast, the Ad-Control-infected *K14-Cre;Wnt10a*^*fl/fl*^ mandibular first molars showed a taurodontic phenotype, with the absence of root furcation (Fig. 5b, g–i). Comparatively, for Notch2 overexpressed *K14-Cre;Wnt10a*^*fl/fl*^ mandibular first molars, an obvious horizontal invagination was observed in the middle region of the molar root in the axial plane (Fig. 5c, j–l). Our results indicated that upregulation of Notch signaling using Notch2 overexpression adenovirus partially corrected the taurodontism phenotype in *K14-Cre;Wnt10a*^*fl/fl*^ mice.

**Fig. 5:**
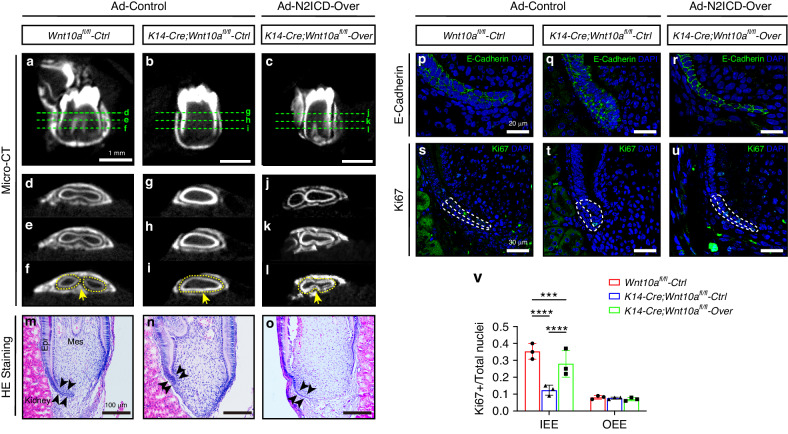
Overexpression of Notch2 partially rescues root furcation developmental defects of *K14-Cre;Wnt10a*^*fl/fl*^ mice. **a**–**l** Micro-CT images of *Wnt10a*^*fl/fl*^ molars infected with Ad-control (**a**, **d**–**f**), *K14-Cre;Wnt10a*^*fl/fl*^ molars infected with Ad-control (**b**, **g**–**i**), or *K14-Cre;Wnt10a*^*fl/fl*^ molars infected with Ad-N2ICD (**c**, **j**–**l**). **d**–**l** Axial views of the upper (**d**, **g**, **j**), middle (**e**, **h**, **k**), and lower (**f**, **i**, **l**) one-third of the molar roots from the three groups. Arrows indicate the root furcation region, and yellow dashed lines indicate the contour of each root. Scale bars: 1 mm. **m**–**o** HE staining of tooth furcation 3 days after kidney capsule grafts. Black arrowheads indicate the HERS within furcation region. Epi, epithelium; Mes, mesenchyme. Scale bars: 100 μm. **p–r** E-cadherin immunofluorescence staining of tooth furcation 3 days after kidney capsule grafts. Scale bars: 20 μm. **s–u** Ki67 immunofluorescence staining of tooth furcation shows the proliferation activity of HERS cells in the lingual root furcation region 3 days after kidney capsule grafts. White dashed lines outline IEE and OEE cells in the root furcation region. Scale bars: 30 μm. **v** Ratios of Ki67^+^/DAPI^+^ cells representing IEE or OEE cell proliferation rates. *n* = 3 per group. ***P < 0.001, ****P < 0.000 1

To further confirm the restoration of HERS morphology and proliferation activity regulated by the upregulation of Notch signaling, we conducted morphological analysis. HE staining and E-cadherin immunofluorescence staining showed that, 3 days after kidney capsule grafts, the HERS of furcation region in the Ad-Control-infected *K14-Cre;Wnt10a*^*fl/fl*^ group elongated towards the root apex, with IEE showing a phenomenon of cell stratification and pile-up (Fig. 5n, q). In the Notch2 overexpressed *K14-Cre;Wnt10a*^*fl/fl*^ group, the HERS of furcation region tended to elongate horizontally, and IEE cells formed single layer arrangement (Fig. 5o, r), resembling the IEE cells in Ad-Control-infected *Wnt10a*^*fl/fl*^ group (Fig. 5m, p). Ki67 immunofluorescence staining revealed that the impaired proliferative activities of IEE cells in the HERS of furcation region in the Notch2 overexpressed *K14-Cre;Wnt10a*^*fl/fl*^ group were partially improved (Fig. 5s-v). Our results indicated that upregulation of Notch signaling using Notch2 overexpression adenovirus corrected the elongation direction of HERS in the furcation region from perpendicular to horizontal, and partially improved the proliferation of IEE cells in *K14-Cre;Wnt10a*^*fl/fl*^ mice.

### *Wnt10a* regulates Notch signaling via active-β-catenin in dental epithelial cells

To further discuss how epithelial *Wnt10a* regulated the Notch signaling, we utilized siRNA to knockdown the expression of *Wnt10a* in LS8 cell line, a classical model of dental epithelial cell. Consistent with the immunofluorescence staining results, after knockdown of Wnt10a (Fig. 6a, b), the expression levels of N2ICD and Jagged1 in LS8 cells were both decreased (Fig. 6a, f, g). Furthermore, the active level of β-catenin was significantly impaired in siWnt10a group (Fig. 6a, e). These results demonstrated that epithelial *Wnt10a* might regulates upstream Notch signaling via active-β-catenin, which is consistent with previous studies in epithelial cells.^29,30^

**Fig. 6:**
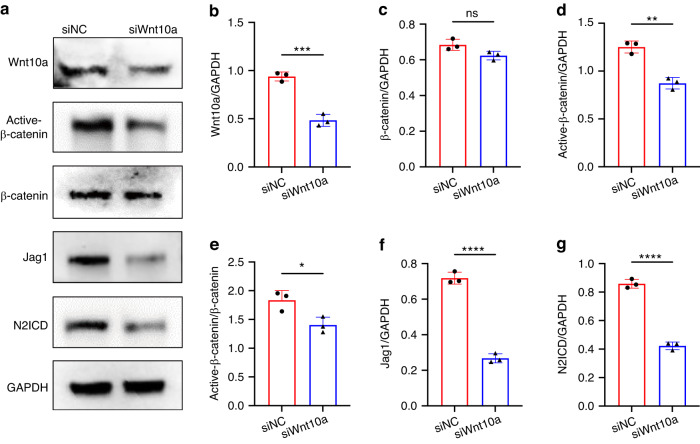
Epithelial *Wnt10a* regulates Notch signaling via active-β-catenin in dental epithelial cells. **a** Western blot analysis of Wnt10a, active-β-catenin, β-catenin, Jag1, N2ICD in *Wnt10a* silenced LS8 cells. **b**–**g** Quantitative analysis of western blot results in (**a**). *n* = 3 per group. ns not significant, *P < 0.05, **P < 0.01, ***P < 0.001, ****P < 0.000 1

## Discussion

A deeper understanding of the mechanisms regulating tooth root patterning can elucidate the common principles that modulate organ morphogenesis. In the present study, we focused on the epithelial endogenous regulatory mechanisms underlying HERS misoriented extension that impaired root furcation formation in multirooted teeth, using an epithelial *Wnt10a* knockout mouse model. We found that absence of epithelial *Wnt10a*, resulted in the down-regulation of Jag1/Notch2, which not only disturbed the IEE cell cycle and led to extension dynamics impairment, but also changed the cell division orientation perpendicularly and resulted in regional stratification and pile-up of IEE cells. Subsequently, the HERS in the root furcation region failed to elongate horizontally (Fig. 7). Our research has, for the first time, confirmed the cascading regulatory effect of the Wnt10a-Notch signaling axis on the oriented cell division and proliferation activity of HERS cells during furcation patterning.

**Fig. 7:**
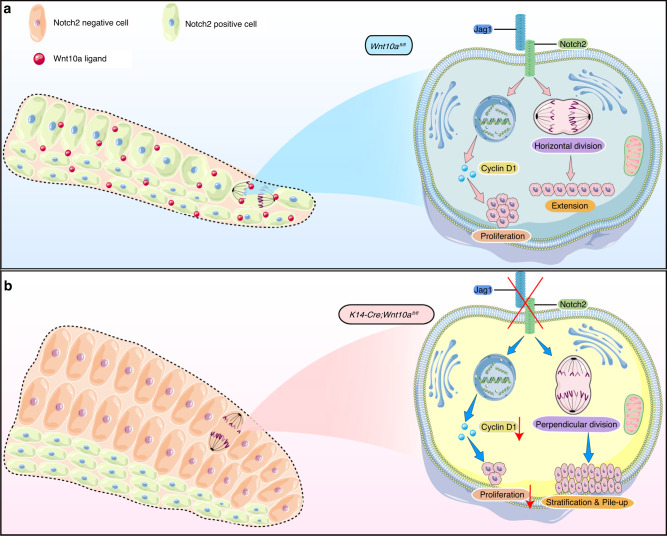
Schematic drawing of the role of epithelial Wnt10a-Notch signaling in regulating root furcation patterning. **a** Epithelial Wnt10a-Notch signaling plays an important role in regulating the horizontal elongation of HERS. Physiologically, Wnt10a-Jag1/Notch2 regulates IEE cell proliferation by tuning the cell cycle to provide extension dynamics, and directly controls the horizontal direction of IEE cell division to determine the direction of HERS extension. **b** Absence of epithelial Wnt10a results in the down-regulation of Jag1/Notch2, which not only disturbs the IEE cell cycle and leads to extension dynamics impairment, but also changes the cell division orientation perpendicularly and results in regional stratification and cell pile-up of IEE cells. Subsequently, the HERS in the root furcation region fails to extend horizontally

The canonical Wnt signaling plays an important role in tooth root development.^31,32^ *Wnt10a*, a ligand of the canonical Wnt pathway, presents intensive expression in odontoblast cells adjacent to dental epithelium.^20^ A recent study proved that *Wnt10a* induced pupal mesenchyme progenitors residing in furcation region to differentiate into odontoblasts and form a horizontal dentin bridge, whereas inhibition of *Wnt10a* expression disrupted dentin bridge formation and resulted in taurodontism.^33^ In previous study, we found that *Wnt10a* knockout in dental epithelium also caused taurodontism, and proved that epithelial *Wnt10a* regulated the expression of pupal mesenchymal *Wnt4* adjacent to dental epithelium to control root furcation morphogenesis.^18^ In the present study, we focused on the epithelial endogenous mechanisms underlying furcation patterning and found that the ablation of epithelial *Wnt10a* impaired the horizontal elongation of HERS. Furthermore, decreased proliferation activity and vertically oriented division of IEE cells were observed in *K14-Cre;Wnt10a*^*fl/fl*^ mice. Additionally, we also observed that when HERS initiated to guide the furcation formation, columnar-shaped IEE cells transformed to oval-shaped. In contrast, in epithelial-*Wnt10a* deleted mice, the IEE cells sustained their columnar shape. These data suggest that epithelial *Wnt10a* acts as a pivotal signal that orchestrates the cell behaviors of IEE to guide furcation patterning.

In this study, we observed that the cellular behaviors of IEE cells were significantly affected following the knockout of epithelial *Wnt10a* at the initial stage of furcation formation, while the changes in OEE cells were not evident. The role of IEE and OEE cells in the process of tooth crown formation are relatively well-understood,^34,35^ but the functions and cellular behaviors of these two groups of cells are currently unclear in furcation formation. Through transcript detection of *Wnt10a*, we uncovered that *Wnt10a* was highly expressed in the IEE cells of the HERS in furcation region, while it expressed at a lower level in the IEE cells of the HERS in non-furcation region (Supplementary Fig. 5). We speculate that it is the high expression level of *Wnt10a* in IEE that drives the proliferation of IEE cells as well as horizontal-oriented cell division, and determines the patterning of furcation region. In contrast, although *Wnt10a* was physiologically expressed in OEE cells of HERS in furcation region (Supplementary Fig. 5), the cellular behaviors of OEE cells remain unchanged in epithelial *Wnt10a* deleted mice, indicating that *Wnt10a* is redundant in regulation of OEE cell behaviors.

The Notch signaling has been extensively studied to control epithelial organ morphology through regulating cell proliferation.^36,37^ During the development of ciliary body in murine eye, the Notch signaling modulates the differential proliferation activity between epithelium layers, which provides critical dynamics for ciliary body morphogenesis.^37^ In our study, cyclin D1 signals of IEE cells were significantly reduced within the furcation region in *K14-Cre;Wnt10a*^*fl/fl*^ mice. Considering that Notch signaling directly initiates the transcription of cyclin D1 to regulate cell cycle,^38^ we therefore concluded that epithelial *Wnt10a* may regulate IEE cell proliferation through Notch signaling via cyclin D1 to provide the extension dynamics of HERS. On the other hand, the Notch signaling also mediates cell division orientation to guide tissue extension and shape organs correctly.^37^ In Notch-deficient mice kidneys, the division angle between the tubular epithelial cells and the basement membrane altered from parallel to perpendicular, resulting in densely packed regional cells and a stratified epithelium.^36^ In *K14-Cre;Wnt10a*^*fl/fl*^ mice, IEE cells in the furcation region also showed locally packed and stratified phenomena, as well as altered long-axis orientation and mitotic spindle orientation. This supports the notion that Notch signaling may act downstream of epithelial *Wnt10a* in regulating the orientation of epithelial cell division during furcation morphogenesis.

Wnt signaling has been found to orchestrate epithelial cell behavior by mediating Notch signaling in organ morphogenesis.^39^ During *Drosophila* wing primordium patterning, Wnt and Notch signaling functions synergistically to endow epithelial cells with the ability of orientated growth.^40^ In addition, the Wnt-Notch signaling navigates chicken bud extensions to determine feather direction.^39^ In our study, Jag1 and Notch2 were found to be downregulated in HERS cells of *K14-Cre;Wnt10a*^*fl/fl*^ mice by RNA-seq and qRT-PCR analyses. Immunofluorescence staining further confirmed Jag1/Notch2 signaling impairment in IEE cells of furcation region in *K14-Cre;Wnt10a*^*fl/fl*^ mice. Conversely, restoring Notch signaling by overexpressing N2ICD partially rescued taurodontism in *K14-Cre;Wnt10a*^*fl/fl*^ mice. These data further confirmed that the Notch signaling acted downstream of *Wnt10a* within IEE cells of HERS during furcation patterning. Former studies indicated that the β-catenin, which functions as the transcription co-activator of Wnt pathway, positively regulated the expression level of Notch2 and Jag1 in epithelial cells.^29,30^ In our study, we validate in dental epithelial cells that *Wnt10a* regulates upstream Notch signaling via active-β-catenin, which provides a novel insight into the Wnt-Notch signaling cascade in tooth root patterning.

Collectively, this study firstly uncovers how HERS cell proper proliferation and oriented division, mediated by Wnt10a-Notch signaling, precisely regulates the patterning of tooth root formation, and highlights the significance of epithelial regulation in root morphogenesis. These findings provide valuable information for bio-root regeneration strategies.

## Materials and methods

### Animal models

Epithelial *Wnt10a* knockout mice, *K14-Cre;Wnt10a*^*fl/fl*^, were generated as previously described.^18^ The mice were housed under specific pathogen-free conditions and used for analysis regardless of sex. Newborn pups were recorded as postnatal stage PN0.5. Genotyping was conducted, on tail samples, using the One Step Mouse Genotyping Kit (Vazyme, Nanjing, China). Primer sequences are listed in Supplementary Table 1. All animal experiments were approved by the Ethics Committee of Peking University Health Science Center (LA2020191).

### Histologic analysis

Mandibles of postnatal mice were dissected on day 0.5, 2.5, 3.5, and 4.5 (PN0.5, PN2.5, PN3.5, and PN4.5), and fixed in 4% paraformaldehyde (PFA) overnight at 4 °C. Subsequently, the samples were decalcified with 10% EDTA for 1 to 4 days, depending on mouse age in days. Decalcified mandibles were dehydrated and embedded in paraffin. The blocks were sectioned (8 μm) using a microtome and mounted on slides (CITOTEST, Nanjing, China) for H&E staining which was performed according to the standard protocol.^41^

### Immunofluorescence assays

Paraffin-embedded sections were prepared as described above (Histologic analysis). The sections were then deparaffinized and rehydrated. Following antigen retrieval (ZSGB-BIO, Beijing, China), sections were blocked for 1 h at room temperature in blocking solution (ZSGB-BIO), and incubated with primary antibodies against E-Cadherin (1:100; ab76319, Abcam, Cambridge, UK), Acetyl-α-Tubulin (1:100; Cell Signaling Technology (CST), Danvers, USA), Cyclin D1 (1:100; CST), Notch2 (1:50; CST), or Jag1 (1:50; CST), overnight at 4 °C. After washing three times with 1x phosphate buffered saline (PSB), sections were then incubated with secondary antibodies (ZSGB-BIO) for 1 h at room temperature. DAPI (ZSGB-BIO) was used to stain cell nucleus. Images were taken (40x), using a confocal microscope (Leica SP8; Wetzlar, Germany).

### EdU proliferation assays

For Keratin-14 (1:100; Abcam) and EdU (5 mg/kg; RiboBio, Guangzhou, China) dual immunofluorescence labeling, PN2.5 and PN3.5 mice (*n* = 5 per stage) were sacrificed 3 h after intraperitoneal EdU injection. Keratin-14 staining was performed as described above (Immunofluorescence assays). After incubated with secondary antibody, the EdU labeling was performed using the using Click-iT Apollo 567 Stain Kit (RiboBio), according to the manufacturer’s instructions and signals were detected using the Leica SP8.

### TUNEL apoptosis analysis

HERS apoptotic cells, in the furcation region, were detected using the TUNEL BrightRed Apoptosis Detection Kit (Vazyme, A113), according to the manufacturer’s instructions.

### Super-resolution microscopy imaging

To further observe the shape and long-axis orientation of the HERS epithelial cells, the mitotic spindle and the precise expression pattern of Notch2, Jag1, and Wnt10a, we photographed the HERS cells at super-resolution using an LSM880 with an Airyscan system (Zeiss, Jena, Germany).

For analysis of cell long axis orientation, we marked and traced the contour of HERS cells to define cell long axis according to the expression pattern of E-Cadherin. Then the angle between the cell long-axis and the horizontal plane was measured for each cell (0° ≤ α ≤ 90°). Radial histograms were generated to demonstrate the central tendency of the cell long-axis direction, using OriginPro (OriginLab Corporation, Northampton, USA). To analyze mitotic spindle orientation, we measured the angle between the long axis of the mitotic spindle and the horizontal plane.

### RNA-Seq analysis and RT-qPCR validation of the dental epithelium

Three pairs of biological replicates (pooling dental epithelium from the five first mandibular molars as one sample) of the RNA samples were collected from PN2.5 *K14-Cre;Wnt10a*^*fl/fl*^ and *Wnt10a*^*fl/fl*^ mice. Samples were sent to Shanghai Majorbio Biopharm Technology Co., Ltd. (Shanghai, China) for mRNA extraction, cDNA library construction, and sequencing with an Illumina Novaseq 6000 platform (San Diego, USA). The raw sequence data was trimmed and quality assessed using SeqPrep (https://github.com/jstjohn/SeqPrep) and Sickle software (https://github.com/najoshi/sickle). Next, the acquired sequences were aligned to the reference genome using HISAT2 (http://ccb.jhu.edu/software/hisat2/index.shtml) software. The fragments per kilobase of exon per million mapped reads (FPKM) method was used to calculate transcript expression levels. RSEM (http://deweylab.biostat.wisc.edu/rsem) was used to quantify gene abundance. Genes differentially expressed between *K14-Cre;Wnt10a*^*fl/fl*^ and *Wnt10a*^*fl/fl*^ samples were detected based on the following criteria: *P*-value < 0.05, and the absolute difference was >20% of *Wnt10a*^*fl/fl*^ group. Heatmap and enrichment analyses of Gene Ontology and KEGG pathways were conducted using the Majorbio Cloud Platform (https://cloud.majorbio.com). The data are available at Gene Expression Omnibus GSE228411. To further confirm Notch signaling gene expression, quantitative RT-PCR was conducted, using the SYBR Green Master Mix (Vazyme) and a 7500 Real-Time PCR detection system (Applied Biosystems, Foster City, CA, USA). β-actin was used as the internal control to normalize expression. 

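Each of the 9 primer pairs for Notch ligands and receptors in that table matched a transcript of its gene in the GENCODE annotation of GRCm38. The *Notch2* primers, GACTGCCAATACTCCACCTCT and CCATTTTCGCAGGGATGAGAT, lie in exons 3 and 4 and enclose bases 459 to 628 of its transcript, a product of 170 bases. The *Jag1* primers, CCTCGGGTCAGTTTGAGCTG and CCTTGAGGCACACTTTGAAGTA, both lie in exon 2 and enclose bases 479 to 628 of its transcript, a product of 150 bases. The products of the other genes have between 102 and 203 bases.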

Primer sequences are listed in Supplementary Table 2.

### Adenovirus infection and kidney capsule transplantation

A recombinant adenoviral vector (pAdEasy-EF1-MCS-CMV-EGFP), encoding the mouse intracellular domain of Notch2 (N2ICD), was used to overexpress Notch2 and activate Notch signaling. Recombinant adenovirus containing N2ICD (Ad-N2ICD-Over) and an empty adenovirus vector (Ad-Control) were constructed by Shanghai HanBio Technology. To verify the extent of adenovirus infection, the first mandibular molars (*n* = 3) of PN0.5 *Wnt10a*^*fl/fl*^ mice were dissected and infected with Ad-control and Ad-N2ICD-Over. The EGFP signals in the infected molars were detected using an inverted fluorescence microscope. For in vivo rescue experiments, kidney capsule transplantation was performed as previously described.^42^

### Micro-CT analysis

After 21 days of growth in the kidney capsule, the collected mouse kidneys were fixed in 4% PFA overnight at room temperature. Then they were scanned using an Inveon MM system (Siemens, Munich, Germany) to observe the morphology of the root furcation. Images were obtained at 80 kV (voltage), 500 μA (current), 10 μm (pixel size), and 1500 ms (exposure time for each 360 rotational steps). Images were captured using the Inveon MM software.

### Gene silencing and western blot analysis

LS8 cells were seeded in 6-well plates. The next day, after the cells were attached, the corresponding siRNA was transfected using the Ribo FECT^TM^ CP Transfection KIT (RiboBio) according to the instructions. Mouse *Wnt10a* siRNA and negative control siRNA were generated by Tsingke Biotechnology (Beijing, China). The siRNA sequences are upon request.

The cell lysates were harvested and subjected to western blot analysis using primary antibodies including anti-Wnt10a (1:200; Abcam), anti-β-catenin (1:1 000, CST), anti-active-β-catenin (1:1 000, Abcam), anti-N2ICD (1:1 000, CST), anti-Jag1 (1:1 000, CST) or an anti-GAPDH (1:2 000, Abcam). The intensity of each band was visualized using ImageQuant LAS 500 (GE HealthCare) and semi-quantified using ImageJ software (National Institutes of Health). GAPDH was set as normalized control.

### In situ mRNA hybridization of *Wnt10a*

The *Wnt10a* mRNA in situ hybridization was manually carried out by employing PinpoRNA multiplex Fluorescent RNA in-situ hybridization kit (GD Pinpoease Biotech Co.Ltd., Guangzhou, China). Briefly, the sections were deparaffinized and rehydrated, then the endogenous peroxidase was inhibited by Pre-A solution at room temperature. Then we used protease treatment to expose the target RNA molecular, and followed by probe hybridization for 2 h at 40 °C. Signals were amplified sequentially by reaction 1, 2 and 3 as described in manufacturer’s instructions. Finally, a tyramine fluorescent substrate was added and target RNA was labeled by green fluorescent. The signals were detected using an LSM880 with an Airyscan system.

### Statistical analysis

Quantitative results are presented as mean ± SD values. Student’s *t*-test was employed to assess the statistical significance in this article. *P* < 0.05 (*), *P* < 0.01 (**), *P* < 0.001 (***) and *P* < 0.000 1 (****) was considered statistically significant. *P* > 0.05 was considered not significant.

### Supplementary information

SUPPLEMENTAL MATERIAL

## Data Availability

All RNA sequencing data is available via Gene Expression Omnibus, GEO accession GSE228411. Additional data may be made available upon request.

# Supplementary material for: A Wnt10a-Notch signaling axis controls Hertwig’s epithelial root sheath cell behaviors during root furcation patterning
**Source:** Int J Oral Sci. 2024 Mar 13;16:25. doi: 10.1038/s41368-024-00288-x
**Supplement:** Supplementary file 1 — SUPPLEMENTAL MATERIAL

**A Wnt10a-Notch signaling axis controls Hertwig's epithelial root sheath cell behaviors during root furcation patterning**

Kai Sun^1†^, Miao Yu^1†^, Jiayu Wang^1^, Hu Zhao^2^, Haochen Liu^1^, Hailan Feng^1^, Yang Liu^1*^, Dong Han^1*^

^†^These authors contributed equally to this work

**
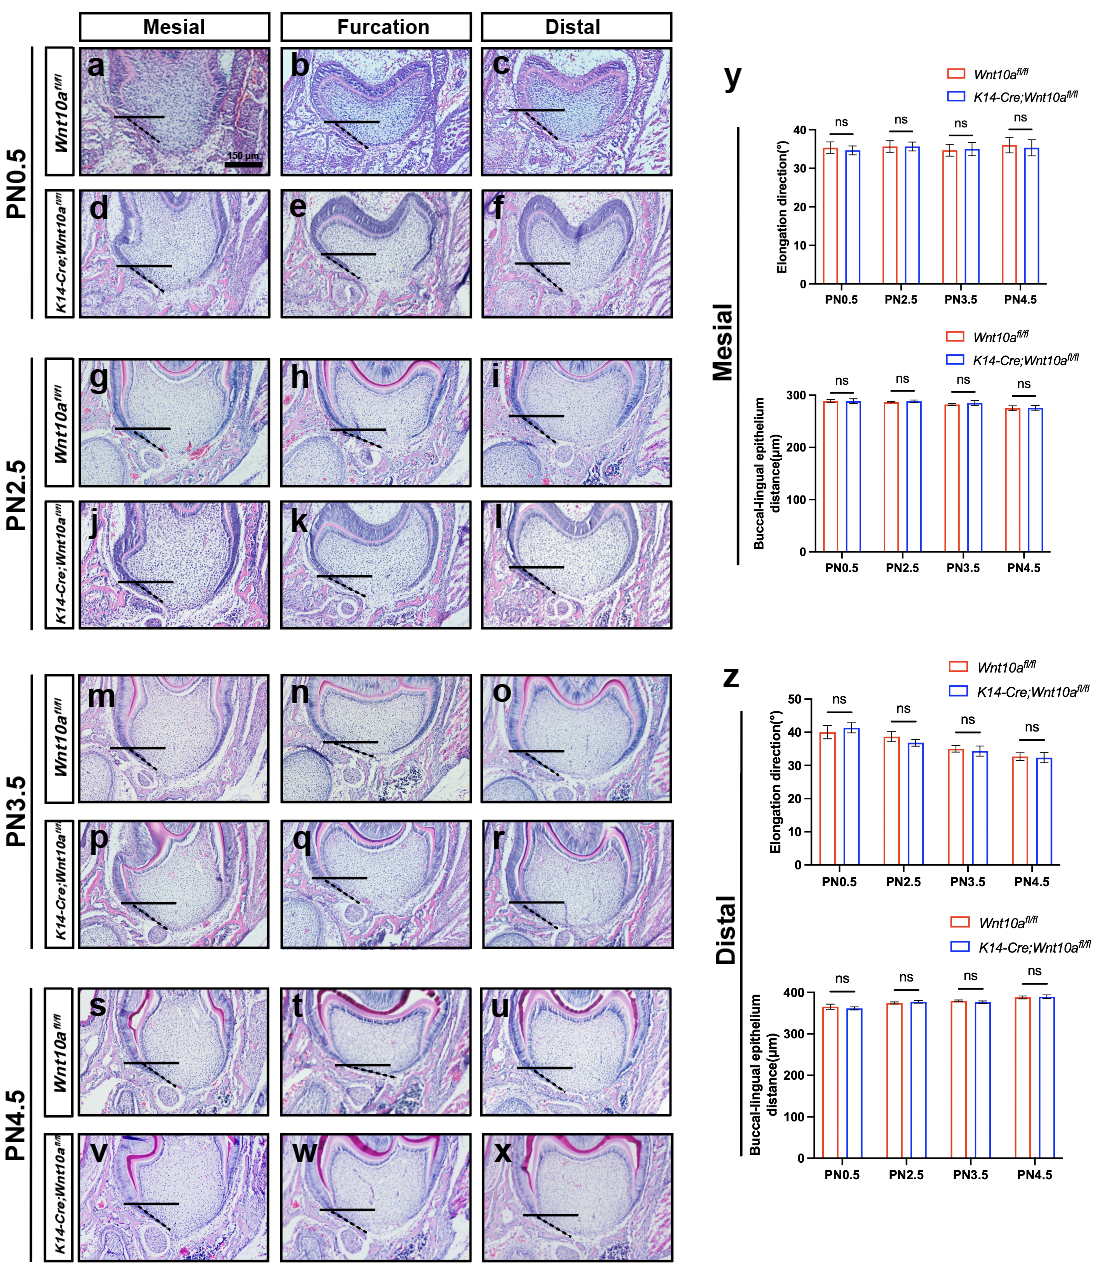
Supplementary Figures and Figure Legends**

**Supplementary Fig. 1** Histology comparison of non-furcation region and furcation region during early-stage postnatal root development of the mandibular first molar. **a-x** Coronal images of H&E-stained mandibular first molars (M1) from *Wnt10a^fl/fl^* and *K14-Cre;Wnt10a^fl/fl^* mice at PN0.5, PN2.5, PN3.5, and PN4.5. Scale bars: 150 μm. **y-z** Bar graphs depicting HERS extension angles **(y)**, and lingual-buccal distance in *Wnt10a^fl/fl^* and *K14-Cre;Wnt10a^fl/fl^* mice **(z)**. n=3 per group. Data are presented as mean ± SD. ns: not significant.

**
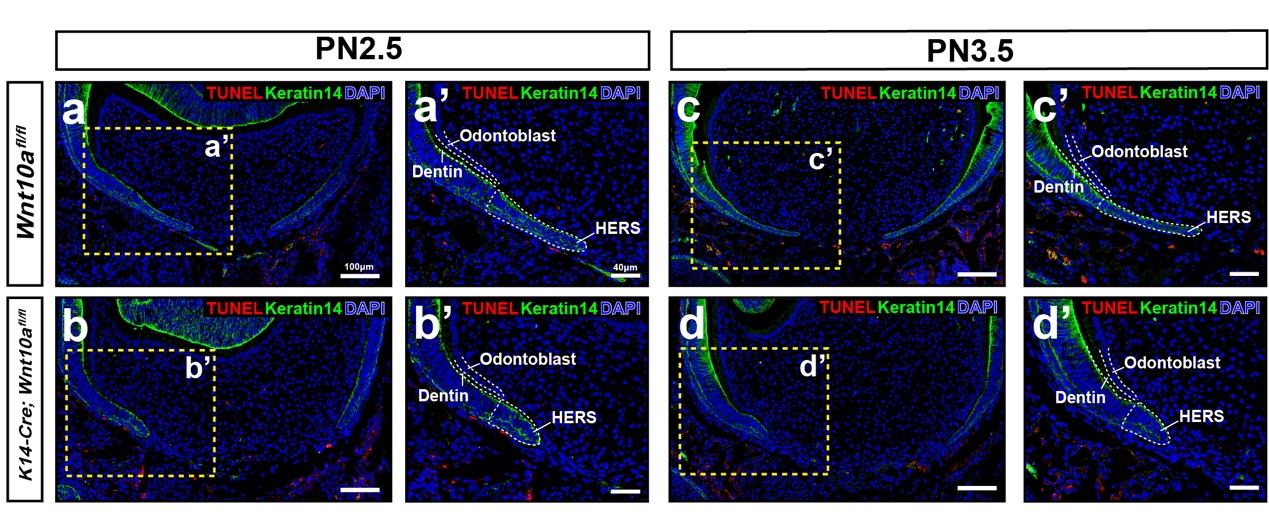
**

**Supplementary Fig. 2** No apoptosis signal was detected in dental epithelial cells of *K14-Cre; Wnt10a^fl/fl^* mice. **a-d** Co-localization of anti-Keratin14 (green), TUNEL (red) and DAPI (blue) shows the apoptosis of dental epithelial cells in the lingual side of the root furcation region of M1 from *Wnt10a^fl/fl^* and *K14-Cre; Wnt10a^fl/fl^* mice at PN2.5 and PN3.5. Scale bars: 100 μm. **a’-d’** Higher magnifications of the yellow dashed line in the images above. White dashed lines outline the HERS cells in the root furcation region for quantification analysis. Scale bars: 40 μm.

**
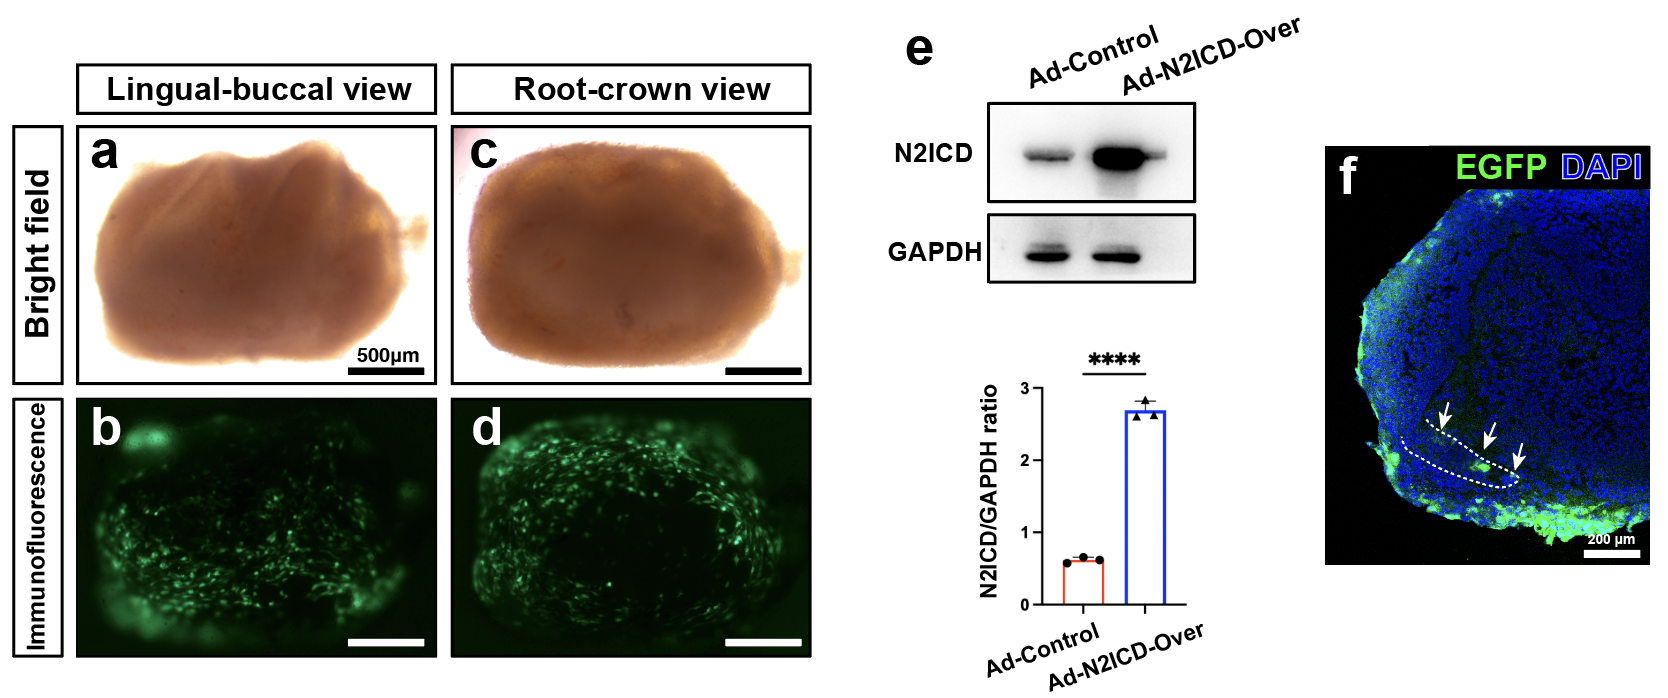
**

**Supplementary Fig. 3** The extent of adenovirus infection and the efficiency of Notch2 overexpression. **a-b** Lingual-buccal (**a**) and root-crown (**b**) views in brightfield of M1 at PN0.5. Scale bars: 500 μm. **c-d** Lingual-buccal (**c**) and root-crown (**d**) views of immunofluorescence image of M1 at PN0.5. Scale bars: 500 μm. **e** Western blot analysis of N2ICD expression level in Ad-Control and Ad-N2ICD-Over M1. Data are presented as mean ± SD. ****P<0.0001. **f** The coronal section of M1 infected by adenovirus. White dashed lines outline HERS cells in the root furcation region. Scale bar: 200 μm.

**
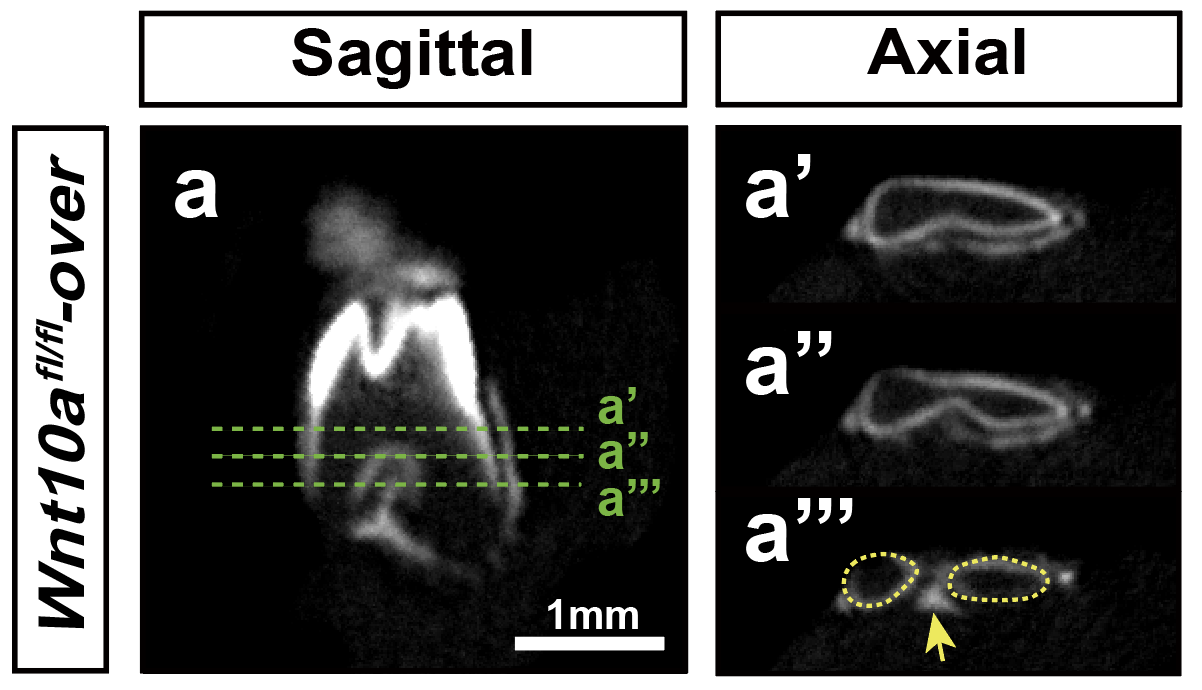
**

**Supplementary Fig. 4** The root furcation of *Wnt10a^fl/fl^* mice shows normal development with overexpression of Notch2. **a** Micro-CT image of *Wnt10a^fl/fl^* molars infected with Ad-N2ICD. **a’-a’’’** Axial views of the upper (**a’**), middle (**a’’)**, and lower (**a’’’**) one-third of the molar roots. Arrows indicate the root furcation region, and yellow dashed lines indicate the contour of each root. Scale bars: 1 mm.

**
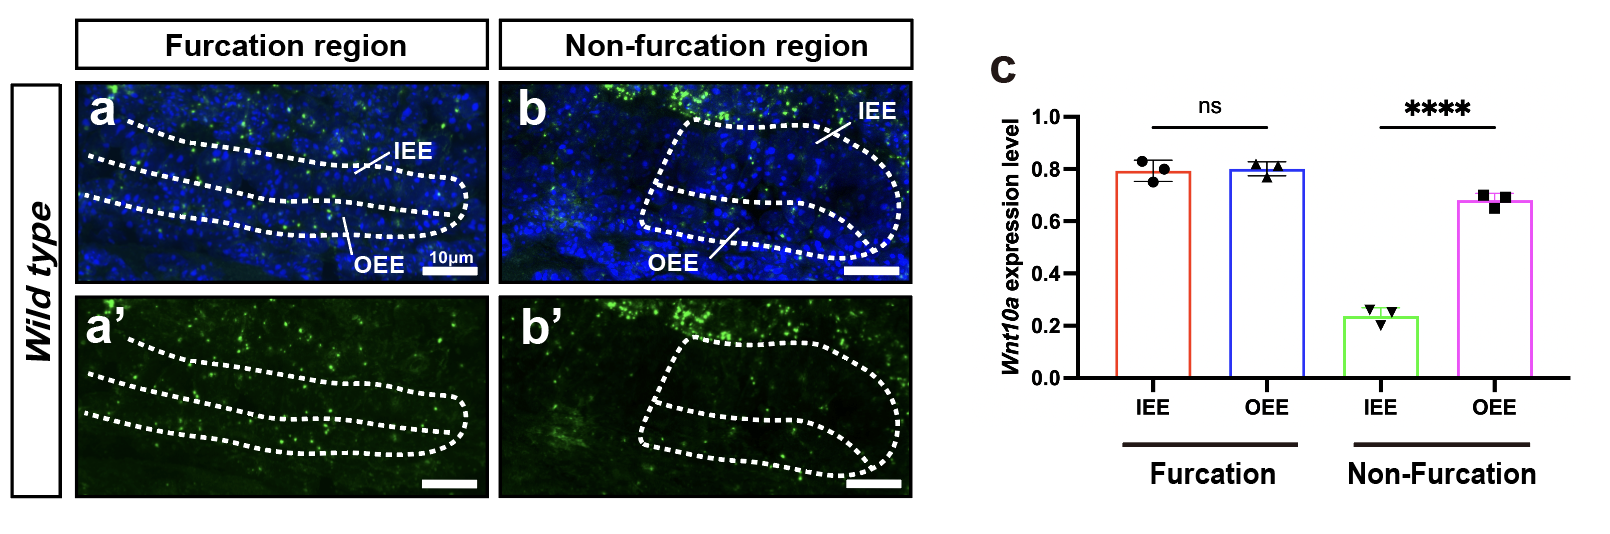
**

**Supplementary Fig. 5** The *Wnt10a* transcript expression pattern in dental epithelium within the furcation region and non-furcation region at PN2.5. **a-b** the mRNA signal of *Wnt10a* (green) and DAPI (blue) shows the *Wnt10a* expression pattern in the lingual HERS of the furcation region and non-furcation region of M1 from *Wnt10a^fl/fl^* mice at PN2.5. white dashed lines outline the IEE and OEE cells, respectively. Scale bars: 10 μm. **c** Expression level of *Wnt10a* in IEE or OEE cells. Data are presented as mean ± SD. ****P<0.0001.

**
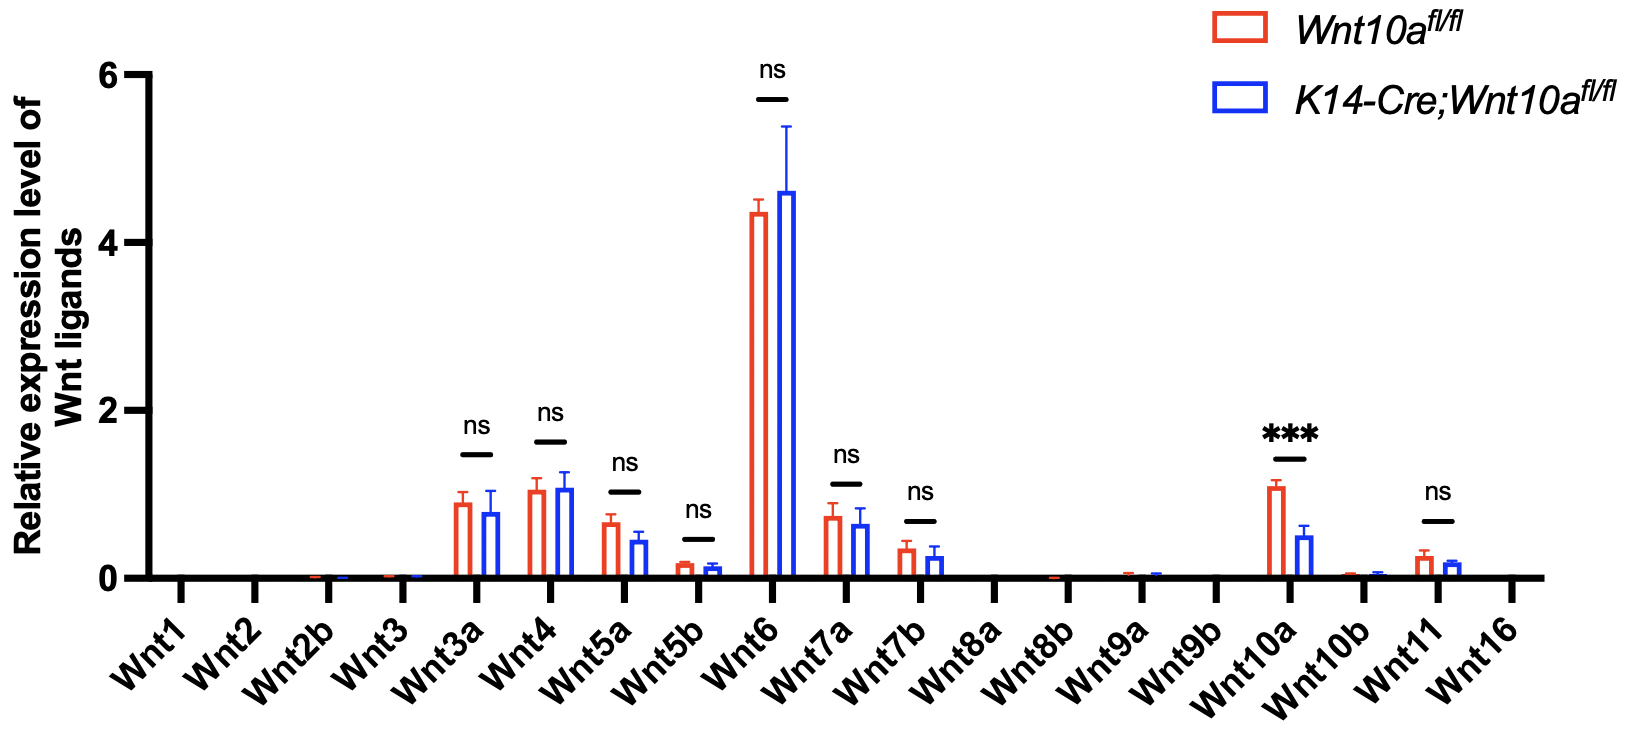
**

**Supplementary Fig. 6** The expression level of Wnt signaling ligands in the M1 dental epithelium of *Wnt10a^fl/fl^* and *K14-Cre;Wnt10a^fl/fl^* mice at PN2.5. *Wnt4* expression in *Wnt10a^fl/fl^* samples was set to 1. n=3 per group.

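The legend does not name the assay behind the figure, and the values given here are from the RNA-seq libraries. Of the 19 Wnt ligands, 12 had a mean of at least 1 TPM in the 6 RNA-seq libraries and were tested. Relative to the mean of *Wnt4* in the *Wnt10a* fl/fl libraries, 52.9 TPM, *Wnt6* had the highest level, 4.13 ± 0.136 (SD, n = 3) in the control and 4.36 ± 0.728 (SD, n = 3) in the cKO. *Wnt10a* was 1.04 ± 0.0649 (SD, n = 3) in the control and 0.484 ± 0.109 (SD, n = 3) in the cKO on the same scale. *Wnt10a* was the only tested ligand with an adjusted p below 0.05 over the 12 ligands, 0.00784 from limma without the replicate block and 0.00278 with it. With median-ratio scaling of the TPM, 0 ligands had an adjusted p below 0.05 and 1, *Wnt10a*, had an unadjusted p below it. *Wnt5a* had a log2 fold change of -0.53 with an unadjusted p of 0.0367 from limma and 0.0383 with the block, and its groups overlapped. After correction for transcript length and GC content, the unadjusted p of *Wnt5a* was 0.284 from limma. The other 10 tested ligands had unadjusted p from 0.0919 to 0.999 from limma without the block. With the block, *Wnt7b* and *Wnt11* had unadjusted p of 0.0321 and 0.0483 from limma, and neither was past 0.05 after adjustment over the 12 ligands. The other 7 ligands had a mean below 1 TPM.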

**Supplementary Tables**

**Supplementary Table 1. Primers for genotyping**

| **Name** | **Primer sequence** |
| --- | --- |
| *Wnt10a* pimer 1 | CGACACGTATAACTTCGTAT |
| *Wnt10a* pimer 2 | TCTCTCTGACCCTAAGGAGC |
| *Wnt10a* pimer 3 | TCACTGTCACTCGAGGCAA |
| *K14-Cre* primer 1 | GCCTGCATTACCGGTCGATGC |
| *K14-Cre* primer 2 | CAGGGTGTTATAAGCAATCCC |

**Supplementary Table 2. Primers for qPCR**

| **Gene** | **Forward** | **Reverse** |
| --- | --- | --- |
| *Notch1* | CCCTTGCTCTGCCTAACGC | GGAGTCCTGGCATCGTTGG |
| *Notch2* | GACTGCCAATACTCCACCTCT | CCATTTTCGCAGGGATGAGAT |
| *Notch3* | AGTGCCGATCTGGTACAACTT | CACTACGGGGTTCTCACACA |
| *Notch4* | CTCTTGCCACTCAATTTCCCT | TTGCAGAGTTGGGTATCCCTG |
| *Jagged1* | CCTCGGGTCAGTTTGAGCTG | CCTTGAGGCACACTTTGAAGTA |
| *Jagged2* | CAATGACACCACTCCAGATGAG | GGCCAAAGAAGTCGTTGCG |
| *Dll1* | CAGGACCTTCTTTCGCGTATG | AAGGGGAATCGGATGGGGTT |
| *Dll3* | CTGGTGTCTTCGAGCTACAAAT | TGCTCCGTATAGACCGGGAC |
| *Dll4* | TTCCAGGCAACCTTCTCCGA | ACTGCCGCTATTCTTGTCCC |

How the deposited data were processed for this re-analysis (not part of the article)

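RNA was sequenced from the dental epithelium of the mandibular first molar of mice at PN2.5, in 3 control libraries and 3 cKO libraries, each from a pool of molars. The authors trimmed the reads with SeqPrep and Sickle, aligned them with HISAT2 and estimated gene abundance with RSEM, and the table they deposited gives TPM for each gene in each library. The paper's methods name FPKM as the unit, but every deposited library sums to between 983952 and 993946, close to the fixed sum that defines TPM. The genome build and annotation are not named in the paper's text. Of the 55487 gene identifiers, 99.4% are in the GENCODE annotation of GRCm38 used here for gene types, positions, transcript lengths and GC content.

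The mapping of libraries to groups and replicates comes from the sample labels. The replicate numbers are those of the sample titles, and the paper calls the samples pairs of biological replicates without saying what pairs them. Whether same-numbered libraries deviate together was checked, and results are given without and with the replicate number as a block. The first principal component held 43.1% of the variance and placed each cKO library closest to the control library of the same number.

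From the deposited TPM, log2(TPM + 1) was computed for the 13719 genes with a mean of at least 1 TPM over the 6 libraries. The planned test for a table without counts was limma (version 3.58.1 in R 4.3.3) with lmFit and eBayes, a mean-variance trend and no block. Adjusted p are Benjamini-Hochberg values over all genes tested unless a smaller family is named. Single values were also compared by exact two-sided permutation of 3 against 3 libraries, whose smallest p is 0.1. Gene sets were tested with limma's camera at an inter-gene correlation of 0.01, and the Notch pathway by a one-sided Fisher's exact test against the tested genes. The gene lists for the Notch pathway and for cell types were written by hand before the data were examined. The lists of heat shock and immediate early genes were added after their first members had been seen. The correction for transcript length and GC content fits each library's deviation from the gene mean with natural splines of 4 degrees of freedom for each property of the longest transcript, and covers 13707 of the tested genes.

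The tests were tested on simulated data. With 200 genes changed by 1 on the log2 scale among 13397 genes, 89.0% were recovered at an adjusted p below 0.05, with 11 false calls. Each simulated gene had the median spread of genes at a similar level, and only genes above a set level were changed. The simulated libraries had no replicate structure, so this share does not carry over to the real data. *Wnt10a*, with a log2 fold change of -1.10 in the real data, had an adjusted p of 0.747 from limma. The criteria of the paper, applied to the same simulated values, gave 665 false calls among those 13397 genes. When libraries were simulated with a shift by transcript length, the criteria gave 1679 false calls among 13495 genes without the correction and 687 among 13484 genes with it. Of 50 simulated gene sets without a change, camera called 4%. The simulated genes varied independently of each other, so this share does not cover sets whose genes vary together.

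The depth of each library is unknown, because TPM keep none, and the number of libraries limits the precision. The genes named are those the paper names, members of the gene lists that decide a test, and, among genes with an adjusted p below 0.05 whose groups do not overlap, the 5 with the largest increase and the 5 with the largest decrease. *Ctbp2*, *Hspa1a*, *Hspa1b*, *CT010467.1*, *Rn7s1* and *Rpph1* were chosen after their values were seen.

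The alternatives set before the data were examined were a pseudocount of 0.1, no filter on low values, quantile normalization, Student's test on the TPM, the replicate block, leaving out each library in turn, other definitions of called genes and background, and an estimated inter-gene correlation. The alternatives planned for tables of counts were not run. Added after the data were examined were the correction for length and GC content with and without the block, rescaling to protein-coding genes without *Amelx* and *Ambn*, median-ratio scaling and a fit without the mean-variance trend. KEGG and Gene Ontology annotations were not used here, and the qRT-PCR, immunofluorescence, histology and cell culture data were not analysed here.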

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

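Every test in this part was chosen after the result it bears on was seen. The genes annotated as rRNA, which the paper does not discuss, were higher in the cKO libraries. Summed over these genes, the level was 1363, 3283 and 2032 TPM in control replicates 1, 2 and 3 and 16291, 12080 and 8400 TPM in cKO replicates 1, 2 and 3. The mean of 12260 TPM in cKO was 5.51 times the control mean of 2226 TPM, without overlap between the groups (two-sided exact permutation test, p = 0.1, the smallest p that 3 against 3 allow). Most of the sum came from *CT010467.1*, at 1161 to 1981 TPM in the control and 6989 to 10421 TPM in the cKO. A larger share of RNA without a poly(A) tail in the cKO libraries is a candidate explanation. Genes of other such classes (snRNA, snoRNA, scaRNA, ribozyme and miscellaneous RNA) were also higher in cKO, with a mean log2 fold change of 0.34 over 123 genes and a p of 4.54e-05 from limma's camera test, although 49 of the 123 were lower. Among these were *Rpph1* and *Rn7s1*, with log2 fold changes of 1.43 and 2.04. Short transcripts were higher in cKO in general, with a median log2 fold change of 0.17 in the shortest of 10 groups of protein-coding genes. The 123 genes were not tested after correction for transcript length, so their rise does not separate the candidate explanation from that trend. The log2 fold change of *CT010467.1* was 2.51 before the correction for length and GC content and 2.53 after it. A smaller share of *Amelx* and *Ambn* does not account for the rRNA level, since over the TPM of all other genes the ratio between the groups was still 5.23. Since every control library was below every cKO library, the rRNA sum was necessarily higher in cKO in all 3 same-numbered pairs. An effect of the deletion of *Wnt10a* on these RNAs was not tested separately.

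*Gm26391*, an rRNA gene of 119 bases on chromosome 8 that the paper does not discuss, had a mean of 232 TPM in cKO and was listed at 0 in every control library. It had the smallest p of all genes tested. The annotation lists 290 rRNA genes of about this size, which are copies of the 5S rRNA gene, and 41 of them were above 0 in some library. Besides *Gm26391*, 20 of these copies were listed at 0 in every control library and above 0 in at least 1 cKO library, and 6 copies were listed at 0 in every cKO library and above 0 in some control library. Reads shared between 5S rRNA copies and assigned to different copies in different libraries may therefore account for the zeros. Without *Gm26391*, the copies summed to 708 ± 541 TPM (SD, n = 3) in the control and 3506 ± 2200 TPM (SD, n = 3) in the cKO, and the groups overlapped (two-sided exact permutation test, p = 0.2). In replicates 1, 2 and 3, the sum was 202, 1278 and 644 TPM in control and 5553, 3779 and 1186 TPM in cKO. It was therefore higher in cKO in all 3 same-numbered pairs. The 5S copies above 0 numbered 4, 12 and 8 in the control libraries and 20, 16 and 15 in the cKO libraries. No biological explanation for *Gm26391* was tested.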

How the results depend on the processing

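The main values were computed without a block, and 21 alternative settings were run, of which 5 were added after the data were examined. The alternatives planned for counts (another normalization, another test and other filters on low counts) were not run, because the table holds TPM. The lower *Wnt10a* and *Notch2* kept their direction and an unadjusted p below 0.05 in all 16 alternative fits of each, with log2 fold changes from -1.27 to -0.996 for *Wnt10a* and from -1.03 to -0.48 for *Notch2*. Neither had an adjusted p below 0.05 over all genes in any of them. The adjusted p ranged from 0.205 to 1.00 for *Wnt10a* and from 0.507 to 1.00 for *Notch2*. *Jag1* was lower in all 16, with log2 fold changes from -0.68 to -0.16, both ends from the 6 fits that each left out one library, and was past an unadjusted p of 0.05 only without control replicate 3, at -0.68 with a p of 0.0161 from limma.

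The number of genes with an adjusted p below 0.05 was 2. It was 4 with a pseudocount of 0.1, 1 without the filter on low values, 4 with quantile normalization, 0 with Student's test on the TPM (where 544 genes had an unadjusted p below 0.05), 4 with the replicate block, 1 with the block and the correction for length and GC content, and 0 with rescaling to protein-coding genes without *Amelx* and *Ambn* (where 756 genes had an unadjusted p below 0.05). It ranged from 2 to 9 across the 6 fits that each left out one library. The rescaled fit leaves out *Gm26391* and *Gm48274*, which are not annotated as protein-coding, so neither could be called there. The cause of the other differences was not tested. The adjusted p of *Gm26391* was below 0.05 in 14 of 15 alternatives, from 1.47e-05 to 0.96, and that of *Gm48274* in 8 of 15, from 0.00692 to 0.96.

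The number of genes under the paper's criteria, 552, was 940 without the filter on low values, 1315 with the replicate block and 1077 with the block and the correction for length and GC content. It ranged from 204 to 1159 across the 6 fits that each left out one library, and the cause was not tested. The share of higher genes was 38.6% in the main values, 49.9% with quantile normalization, 48.5% with median-ratio scaling, 54.7% after the correction for length and GC content, and 13.8% with rescaling to protein-coding genes without *Amelx* and *Ambn*. Leaving out each library in turn gave shares from 20.7%, without control replicate 3, to 55.4%, without cKO replicate 1.

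The enrichment of the Notch pathway (odds ratio 2.34) was past 0.05 with the genes that fell (3.88) and with all listed genes as the background (8.71). That background adds genes that were not tested and could not be called, 27233 of them at 0 in every library, which raises the odds ratio for the same 4 genes. The 2 genes called by adjusted p included no Notch gene, an odds ratio of 0. The odds ratio ranged from 1.31 to 4.79 across the 6 fits that each left out one library, 4 of which gave a p below 0.05, and the cause was not tested. After the correction for length and GC content it was 2.02 (one-sided Fisher's exact test, p = 0.153), and 1.14 (p = 0.476) with the block as well. The 9 Notch ligands and receptors as a set, of which 8 were tested, had a mean log2 fold change of -0.52 and stayed lower in all 17 alternatives, from -0.63 to -0.24, and across the 6 fits that each left out one library from -0.63 to -0.43. The set had p = 0.081 with the inter-gene correlation estimated from the data, where the mean is unchanged at -0.52, and p below 0.05 in the other 16. With that estimate, 0 of the 7 cell type lists were below 0.05, against 3 in the main values and 1 to 5 across the 6 fits that each left out one library. The number of Wnt ligands past an adjusted p of 0.05, 1 in the main values, was 0 with median-ratio scaling (where 1 ligand had an unadjusted p below 0.05), and from 0 to 1 across the 6 fits that each left out one library.

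Small changes turned around in some settings. After the correction for length and GC content, with or without the block, *Dll4* was at 0.037 and the mesenchyme list at 0.11. *Wnt6* was at -0.010 with quantile normalization, and the mesenchyme list at 0.028 with median-ratio scaling. The Notch target list was at -0.021 with rescaling to protein-coding genes without *Amelx* and *Ambn*. The median over all genes moved from -0.07 to -0.01 with median-ratio scaling and to -0.12 with that rescaling, so these changes of sign in both lists follow the shift of all genes. The cause of the other changes of sign was not tested. Across the 6 fits that each left out one library, *Wnt6* ranged from -0.058 to 0.18, *Ccnd1* from -0.035 to 0.22, the mesenchyme list from -0.26 to 0.24, the Notch target list from -0.036 to 0.13 and the proliferation list from -0.078 to 0.56. Over the 20 other genes and lists, 286 comparisons with an alternative kept direction and side of the threshold, 22 lost the threshold, 2 gained it and 15 changed direction. The depth of the libraries is unknown and its effect on low genes could not be measured.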

Differences from the paper's values

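The paper's number of differentially expressed genes is 284, against 552 here under its stated criteria with limma. Among the alternatives set before the data were examined, the number was within 1.5 times of the paper's without control replicate 1 (237), without control replicate 2 (369), without cKO replicate 1 (204) and without cKO replicate 2 (282). It was not with a pseudocount of 0.1 (551), without the filter on low values (940), with quantile normalization (649), with Student's test on the TPM (459), with the replicate block (1315), with the fold-change rule on the log2 scale (552), without control replicate 3 (1159) or without cKO replicate 3 (951).

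The paper describes *Jag1* as significantly lower in the cKO molar epithelium from the heatmap and qRT-PCR. It also reports less Jag1 protein by immunofluorescence in IEE and OEE cells of HERS, and by western blot in LS8 cells after *Wnt10a* knockdown. Those protein measurements were not examined here. In the RNA-seq values of the whole M1 dental epithelium, the log2 fold change of *Jag1* was -0.43 with an unadjusted p of 0.147 from limma, and the groups overlapped. Of the alternatives, leaving out control replicate 3 gave a p of 0.0161 from limma, and the others did not pass 0.05. In a fit chosen after seeing the values, with the mean of the endothelium list as a covariate, the log2 fold change of *Jag1* was -0.79 with a p of 0.0383 from limma.

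The paper describes the Notch pathway as enriched in each of its chosen gene sets, which were not used here. Over all called genes, and with a list written by hand in place of KEGG, the enrichment had an odds ratio of 2.34 (one-sided Fisher's exact test, p = 0.106). By the same Fisher's exact test, it passed 0.05 with only the genes that fell (p = 0.0246), with all listed genes, those that could not be called included, as background (p = 0.00155), and without control replicate 1 (p = 0.0425), control replicate 3 (p = 0.0117), cKO replicate 1 (p = 0.0291) or cKO replicate 2 (p = 0.0134).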

Other observations

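The tests of sex composition, of mesenchyme or endothelium content, of depth and of other splits of the samples for the number of called genes were set before the data were examined, and the other tests in this part were chosen after the results were seen.

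Splits of the 6 libraries into 3 and 3 were compared with the real grouping. There are 10 such splits, and 4 of them, the real one included, part all 3 same-numbered pairs. Among these 4, only the real grouping gave as many as 552 genes under the paper's criteria, the next giving 318, and only the real grouping gave as small a p for the Notch ligands and receptors as a set, the next giving a p of 0.00174 from limma's camera test. With 4 splits a share below 0.05 cannot be reached. Of the 4, 2 gave as many genes with an adjusted p below 0.05, 2 gave as small a p for the Notch pathway enrichment, 1 gave as many Wnt ligands past the threshold, and 3 gave as many cell type lists past it. The other 6 splits part only 1 pair and so put replicate numbers on different sides, and 2 of them gave more called genes than the real grouping, up to 3395. The control and cKO groups overlapped in *Xist* and in each of 4 Y-linked genes, so 0 of the 5 genes separated the groups. The log2 ratio of *Xist* to the Y-linked genes was 0.12 in the control and -1.16 in the cKO (two-sided exact permutation test, p = 0.3). *Xist* was lower in cKO in all 3 same-numbered pairs, with an unadjusted p of 0.288 from limma without the block and 0.0139 with it, a comparison made after the values were seen. In replicate 3, *Xist* was 8.07 TPM in the control and 7.80 TPM in the cKO, and its log2 ratio to the Y-linked genes was higher in the cKO, -0.73 against -1.34. With the block, the adjusted p of *Xist* over the 5 genes was 0.0696, and the 4 Y-linked genes had unadjusted p of at least 0.449. These values neither show nor rule out a difference in sex composition between the groups.

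Transcript length went with the change in cKO. The median log2 fold change was 0.17 in the shortest of 10 equal groups of protein-coding genes and -0.30 in the longest. The lengths of the called genes differed in the same way, with a median of 1019 bases for the higher and 5252 bases for the lower. By library, the Spearman correlation across genes between length and the deviation from the gene mean was 0.37, 0.52 and -0.25 in control replicates 1, 2 and 3 and -0.35, -0.09 and -0.26 in cKO replicates 1, 2 and 3, so control replicate 3 lay with the cKO libraries. The long transcripts of the Notch receptors may therefore add to their lower level in cKO. After correction for length and GC content, the mean log2 fold change of the Notch ligands and receptors moved from -0.52 to -0.24 and was still past the threshold, with a p of 0.000848 from limma's camera test and 0.00313 with the replicate block, so length does not fully explain it. Against 10000 lists of genes matched on transcript length and level, whose median was -0.21, the mean of the set lay at percentile 0.02, while *Jag1* alone lay at percentile 18 among 200 matched genes. The genes of each list were drawn separately, so the lists do not show the spread of a set that varies together. Whether length fully explains the lower Notch set is therefore not settled.

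The cell content of the dissected tissue could also bear on the Notch genes. The endothelium list was lower in cKO, with a mean log2 fold change of -0.40 and 10 of 10 genes lower and a p of 0.000319 from limma's camera test, 0.00043 with the replicate block and 0.147 with the inter-gene correlation estimated from the data. The mesenchyme list was at -0.036, with a p of 0.894 from camera and 0.603 with the block, and with a change of sign in some settings. Without control replicate 1 the mesenchyme list was higher in cKO, at 0.24 with a p of 0.0069 from camera. With the mean of the endothelium list of each library as a covariate, the Notch set was still lower, at -0.54 with a p of 0.0265 from camera. That mean shared 47.9% of its variance with the grouping of the 6 libraries, so the fit separates endothelial content from the grouping only in part. By library, control replicate 2 had a lower mean log2 level of the endothelium list than cKO replicate 3, 3.70 against 3.88, and a higher mean log2 level of the Notch set, 4.26 against 3.69. Of the 7 cell type lists, those of blood and ameloblasts were also lower. The blood list was at -0.42 with 5 of 5 genes lower, a p of 0.000347 from camera, 0.00306 with the block and 0.121 with the estimated correlation. The ameloblast list was at -0.48 with 7 of 7 genes lower, a p of 0.00395 from camera, 0.00431 with the block and 0.198 with the estimated correlation. The endothelium and blood lists were not past 0.05 without control replicate 3, and the ameloblast list was not without cKO replicate 2. Rescaling to protein-coding genes without *Amelx* and *Ambn* left the set at -0.58. The number of genes above 0, a proxy for depth, differed by a ratio of 1.01 between the groups, which overlapped. By this proxy cKO replicates 1 and 2, at 22895 and 23036 genes, exceeded control replicates 1 and 3, at 21686 and 20722. Their Notch set was still lower, 3.38 and 3.63 against 4.13 and 3.86 in mean log2 level. These values argue against lower depth as the source in cKO replicates 1 and 2, as far as the proxy follows depth. By contrast, cKO replicate 3 had the fewest genes above 0, 20185, and the depth itself is unknown. The order of control replicate 2 and cKO replicate 3 goes against endothelial content as the source. Within all 3 same-numbered pairs, however, the endothelium list and the Notch set were both lower in cKO, an order that goes with it. From control to cKO, the endothelium list went from 4.21 to 3.44, 3.70 to 3.55 and 4.16 to 3.88. The Notch set went from 4.13 to 3.38, 4.26 to 3.63 and 3.86 to 3.69. Endothelial content was therefore neither shown nor excluded as the source.

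Lower output of Notch signaling in the whole dissected epithelium was tested as a hypothesis with a list of Notch target genes. The list had a mean log2 fold change of 0.02 over 5 tested genes, of which 1 was lower, with a p of 0.296 from limma's camera test and 0.372 with the block, so lower targets were not detected, and the sign of this mean changed in some settings. A change limited to the IEE cells of HERS could be hidden in the pooled epithelium, which these libraries cannot show.

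Lower proliferation was tested in the same way, as the paper reports fewer EdU-positive IEE cells. The proliferation list had a mean log2 fold change of 0.24, with 11 of 12 genes higher in cKO and a p of 0.00395 from limma's camera test, 0.000164 with the block and 0.376 with the inter-gene correlation estimated from the data, and it was lower when cKO replicate 2 was left out. *Ccnd1*, which encodes cyclin D1, had a log2 fold change of 0.09 with an unadjusted p of 0.626 from limma and 0.625 with the block. The paper's measurement is of IEE cells in the furcation region, and these values are of the whole M1 dental epithelium.

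Immediate early genes were higher in cKO, with a mean log2 fold change of 0.86 and 8 of 8 genes higher and a p of 4.47e-06 from limma's camera test, or 2.6e-06 with the block. Their mean log2 level was 4.21, 5.64 and 3.33 in control replicates 1, 2 and 3 and 5.46, 5.21 and 5.08 in the cKO replicates, so control replicate 2 was the highest of all libraries. Leaving out control replicate 3 lowered the mean log2 fold change to 0.33, and leaving out control replicate 2 raised it to 1.48. With the inter-gene correlation estimated from the data the p from camera was 0.159. The spread between libraries of the same group may account for the difference. The near-identical heat shock genes *Hspa1a* and *Hspa1b*, whose reads the authors' counting could have shared, were lower in cKO, with *Hspa1b* at 98.1 ± 46.1 TPM (SD, n = 3) in the control and 24.7 ± 6.15 TPM (SD, n = 3) in the cKO, without overlap. The wider list of 10 heat shock genes had a p of 0.201 from camera.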
